# *Candida utilis* and *Chlorella vulgaris* Counteract Intestinal Inflammation in Atlantic Salmon (*Salmo salar* L.)

**DOI:** 10.1371/journal.pone.0083213

**Published:** 2013-12-27

**Authors:** Fabian Grammes, Felipe Eduardo Reveco, Odd Helge Romarheim, Thor Landsverk, Liv Torunn Mydland, Margareth Øverland

## Abstract

Intestinal inflammation, caused by impaired intestinal homeostasis, is a serious condition in both animals and humans. The use of conventional extracted soybean meal (SBM) in diets for Atlantic salmon and several other fish species is known to induce enteropathy in the distal intestine, a condition often referred to as SBM induced enteropathy (SBMIE). In the present study, we investigated the potential of different microbial ingredients to alleviate SBMIE in Atlantic salmon, as a model of feed-induced inflammation. The dietary treatments consisted of a negative control based on fish meal (FM), a positive control based on 20% SBM, and four experimental diets combining 20% SBM with either one of the three yeasts *Candida utilis* (CU), *Kluyveromyces marxianus* (KM), *Saccharomyces cerevisiae* (SC) or the microalgae *Chlorella vulgaris* (CV). Histopathological examination of the distal intestine showed that all fish fed the SC or SBM diets developed characteristic signs of SBMIE, while those fed the FM, CV or CU diets showed a healthy intestine. Fish fed the KM diet showed intermediate signs of SBMIE. Corroborating results were obtained when measuring the relative length of PCNA positive cells in the crypts of the distal intestine. Gene set enrichment analysis revealed decreased expression of amino acid, fat and drug metabolism pathways as well as increased expression of the pathways for NOD-like receptor signalling and chemokine signalling in both the SC and SBM groups while CV and CU were similar to FM and KM was intermediate. Gene expression of antimicrobial peptides was reduced in the groups showing SBMIE. The characterisation of microbial communities using PCR-DGGE showed a relative increased abundance of *Firmicutes* bacteria in fish fed the SC or SBM diets. Overall, our results show that both CU and CV were highly effective to counteract SBMIE, while KM had less effect and SC had no functional effects.

## Introduction

The increased use of plant ingredients in aquafeeds can lead to reduced feed intake, feed utilisation and compromise fish health and welfare due to their content of a wide range of antinutritional factors and antigens [1], [2]. Plant ingredients such as soybean meal (SBM) or peas are generally regarded as good protein sources. However, feeding either full-fat, de-fatted (extracted) SBM or pea protein concentrate at high levels to Atlantic salmon (*Salmo salar* L.) causes an inflammatory reaction in the distal part of the intestine (enteropathy) [3], [4]. A similar reaction to SBM can be found in other teleost species such as rainbow trout (*Oncorhynchus mykiss* W.) and common carp (*Cyprinus caprio* L.) [5], [6]. SBM induced enteropathy (SBMIE) starts at dietary inclusion levels of ca. 

 SBM and progresses in a dose dependent manner [7], [8]. The phenotype of the disease develops relatively rapid with the first histological signs of inflammation appearing after a couple of days and a fully developed SBMIE with almost 100% prevalence after three weeks of feeding SBM [8], [9]. Removing SBM from the diet of Atlantic salmon suffering SBMIE restores intestinal health [8]. Although the etiology of SBMIE is to date unknown, several causes for SBMIE have been proposed, and these include: antinutritional factors such as saponins [1], [10], unidentified antigens in SBM [11] as well as SBM induced changes of the intestinal microbiota [12]. Even though the causative agent for SBMIE has yet to be identified, it can be removed from SBM through alcohol extraction [13], [14].

It has been suggested that SBMIE in fish may resemble chronic intestinal inflammatory diseases in mammals such as coeliac disease (CD) or inflammatory bowel disease (IBD). CD is caused by a reaction to gluten [15] while IBD is thought to result from multiple factors such as loss of tolerance to the normal commensal microbiota, genetic susceptibility and environmental factors [16].

Our group recently showed that inclusion of a specific microbial ingredient (bacterial meal), obtained through fermentation of *Methylococcus capsulatus* in aquafeeds can prevent the development of SBMIE in Atlantic salmon [17]. *M.capsulatus* affects the development of SBMIE in a dose dependent manner, whereby dietary inclusion of approximately 15% *M.capsulatus* into the feed has been shown to be sufficient to prevent enteritis induced by 20% SBM [18]. Although, the data conclusively shows a functional feed effect *M.capsulatus*, the nature of this effect is currently unknown. Romarheim *et al.* recently showed that the large molecular fraction was responsible for the protective effects of *M.capsulatus*, suggesting that bacterial cell wall components could be the effectors [19].

Based on the success of *M.capsulatus* in preventing SBMIE, we hypothesised that other microbial ingredients may also have potential to counteract SBMIE in Atlantic salmon. In this paper, we report the functional effects of four different microbial ingredients in the SBMIE model in Atlantic salmon. The microbial ingredients include three different yeasts and one microalgae strain. The yeast strains are: *Saccharomyces cerevisiae* (SC), *Kluyveromyces marxianus* (KM) and *Candida utilis* (CU). KM and CU have recently been shown to be suitable protein sources for aquafeeds, while SC appeared to be less suitable [20]. The algae strain is *Chlorella vulgaris* (CV), a freshwater microalgae with a high nutrient content [21] and with a wide range of bioactive components [22], that have been used as a functional food. The effects of the different microbial ingredients were evaluated through the assessment of transcriptomic, histopathological immunomorphometric and bacterial changes in the distal intestine of Atlantic salmon. Our results show that substitution of FM by either CV or CU in aquafeed containing 20% SBM is effective to counteract SBMIE.

## Results

During the four week feeding experiment, the fish were fed either a fish meal (FM) diet (negative control), a diet containing SBM (positive control) or a diet containing SBM in combination with one of the four microbial ingredients (Table 1). At the end of the experiment, we found that the different feeding groups showed no difference with respect to gut, stomach or pyloric caeca weight (Table 2). No significant difference in weight gain was found, although this experiment was not designed to evaluate growth performance (see [20] for growth performance of CU KM and SC). The relative weight of the mid-intestinal section was significantly higher in the KM group compared to FM and the relative weight of the distal intestine was significantly lower in the SBM and SC groups compared to FM. No mortality was observed during the course of the experiment.

**Table 1:** Ingredients and chemical composition of the experimental diets.

	FM	SBM	CV 	CU 	KM 	SC 
Ingredients [  ], as is						
Fish meal 	710	510	295	295	295	295
SBM 	–	200	200	200	200	200
Microbial ingredient	–	–	200	200	200	200
Gelatin 	75	75	75	75	75	75
Potato starch 	75	75	75	75	75	75
Fish oil 	135	135	150	150	150	150
Min+Vit 	5	5	5	5	5	5
Analysed chemical composition [  ], as is						
Dry matter	943	920	918	909	921	914
Crude protein	566	516	477	471	470	471
Crude lipid	192	177	173	168	175	168
Starch	120	113	139	112	134	112
Ash	103	85	66	64	70	64

FM: fish meal; SBM: soybean meal; CV: *Chlorella vulgaris*; CU: *Candida utilis*; KM: *Kluyveromyces marxianus*; SC: *Saccharomyces cerevisiae*.

 Norse-LT 94, Nordsildmel, Egersund, Norway.

 Denofa, Fredrikstad, Norway.

 Rousselot SAS, Courbevoie, France.

 Lyckeby Culinar AB, Fjlkinge, Sweden.

 NorSalmOil, Norsildmel, Egersund, Norway.

 Vitamin and mineral premix provided (per kg diet): all-trans retinyl acetate, 860 

; cholecalciferol, 37.5 

; D,L-

-tocopherol acetate, 200 

; menadione, 10 

; thiamin, 15 

; riboflavin, 25 

; nicotinic acid, 75 

; pantothenic acid, 30 

; pyridoxine, 15 

; folic acid, 5 

; cyanocobalamin, 20 

; ascorbyl monophosphate, 125 

; biotin, 0.25 

; Ca, 1.1 

; ZnSO

, 296 

; MnSO

, 41 

; 

, 13 

; 

, 2.6 

; CaI, 3.5 

; astaxanthin, 175 

.

 Synergy Natural Products Pty Ltd, Sydney, Australia.

 Borregaard ASA, Sarpsborg, Norway.

 YBD-Yeast Brewers, Sigma-Aldrich, St. Louis, USA.

**Table 2:** Fish weights and organ indexes.

	FM	SBM	CV	CU	KM	SC
Start weight [  ]	107	107	107	107	106	107
Weight gain [  ]	42.4	38.5	31.2	33.5	34.1	28.7
Relative organ weights [%]						
Gut	7.62	7.78	7.43	7.76	7.8	7.77
Liver	1.37	1.23	1.44	1.48	1.41	1.42
Stomach	0.81	0.86	0.81	0.87	0.81	0.75
PC	3.67	3.62	3.56	3.48	3.66	3.69
Mi	0.21 	0.23 	0.23 	0.25 	0.26 	0.22 
Di	0.57 	0.45 	0.51 	0.52 	0.52 	0.46 

Relative organ weights are given in %, and calculated as 
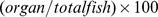
. All rsults are shown as mean, statistical unit is the mean of the tank (

; 

 for BM). 20 fish were used to calculate the tank mean. Mean values with unlike superscript letters are significantly different (*p-value* 

; Tukey test). **PC**: pyloric caeca; **Mi**: mid intestine; **Di**: distal intestine.

### Intestinal histopathology

Assessing the histopathological changes in the distal intestine, we observed that fish from one tank of the SBM group showed uniform, but aberrant results from the other tanks of the SBM group. Because this observation was also inconsistent with results from previous experiments [17], [18], all samples originating from that tank were considered outliers and excluded from all subsequent analysis.

All fish fed the SBM or SC diets developed characteristic signs of SBMIE, characterised by an accumulation of leukocytes in the *lamina propria*, a reduced vacuolization and cellular height of the epithelial cells, atrophy with shortening of the simple and complex intestinal folds and widening of the *lamina propria* and submucosa due to cellular infiltration and oedema (Fig. 1 and Fig. S1) [8]. 

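Histology scores come with the labels of the 57 fish whose gene expression was measured. Each fish has a score for the lamina propria, the epithelium, atrophy and oedema. The labels name each diet by a letter only. The letters were set to diets by the scores drawn per fish above the heat map of Fig. 4, which for each diet equal those of 1 letter group, and by the only group of 7 fish. The scores are therefore described here without a test between diets, since they served to assign the diets. The sum of the 4 scores was 7.71 ± 0.756 (SD, n = 7) in fish fed SBM and 6.1 ± 2.50 (SD, n = 10) in fish fed SC. The lowest sum was 6 in the SBM group and 1.5 in the SC group. Of the 10 SC fish, 2 had an atrophy score of 0 and 2 an oedema score of 0.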

Fish fed the KM diet showed somewhat less severe signs of oedema, but were statistically indistinguishable from both fish fed the SBM and SC diets with respect to the histological scores of *lamina propria*, epithelium and atrophy. 

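Among the fish with arrays, the mean oedema score was 0.8 ± 0.422 (SD, n = 10) in the KM group, 1.1 ± 0.738 (SD, n = 10) in the SC group and 2 in each of the 7 SBM fish. The mean scores of KM were 1.65 ± 0.580 for the lamina propria, 1.5 ± 0.527 for the epithelium and 1.3 ± 0.483 for atrophy (SD, n = 10). The sum of the 4 scores in KM was 5.25 ± 1.55 (SD, n = 10), between 3 and 7.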

Groups fed either the CV or CU diets showed only minor signs of SBMIE in the distal intestine, which were not statistically different from the FM group.

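All 10 FM fish with arrays had a score of 0 in each category. In the CV group 8 of 10 fish had a sum of 0, and the group mean of 0.8 ± 2.20 (SD) came mostly from fish 7 with a sum of 7. In the CU group 4 of 10 fish had a sum of 0, and the mean was 1.75 ± 2.18 (SD), with a highest sum of 6.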

**Figure 1:**
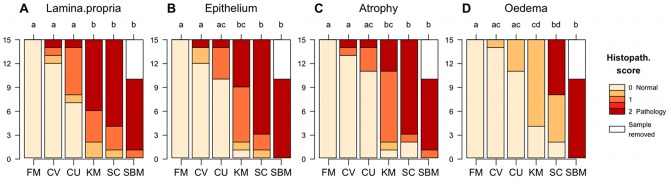
Histopathological changes in the distal intestine. The histopathology scores from the different feeding groups are plotted as stacked bars. Each stacked bar shows the histopathology scores of 15 fish (x-axis) that were sampled per diet. Histology scores were given for the four categories: **A**: *lamina propria*; **B**: Epithelium; **C**: Atrophy; **D**: Oedema. Groups with different letters on the upper x-axis are significantly different (multiple comparisons of mean ranks, Nemenyi-Dunn, 

).

Measurements of the stretches of PCNA positive cells in the crypts of distal-intestinal folds showed a gradual increase of the median length (FM 

 CV 

 CU 

 KM 

 SC 

 SBM, Fig. 2). Samples from both the SBM and SC groups showed the longest relative stretches of PCNA positive cells, whereas the FM, CV and CU groups showed the shortest, while the KM group was intermediate. The results from the immunomorphometrical analysis of the intestine supported the histopathology results, as indicated by high correlation (Table S1).

**Figure 2:**
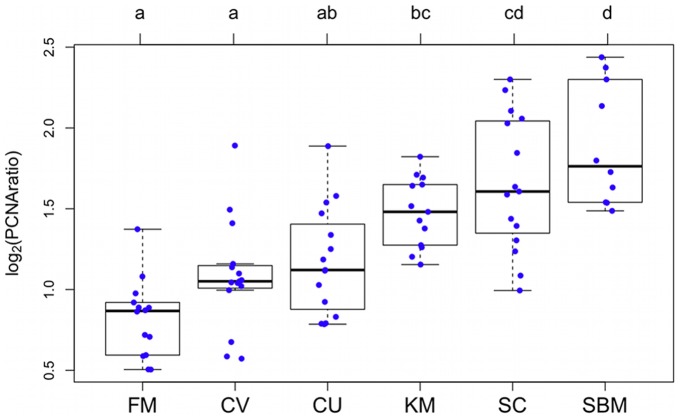
Morphometry of the distal intestine. Box-and-whiskerplots displaying the 

 transformed relative length of the PCNA positive regions in the crypts of the distal intestine on the y-axis and the six feeding groups on the x-axis. Boxes mark the interquartile range with the black bar marking the median and whiskers extending to 

 the interquartile range. Data points from the six different groups are plotted with a jitter in the x-direction for better visualisation. Groups with different letters on the upper x-axis are significantly different (multiple comparisons of means, Tukey, 

).

### Gene expression

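Gene expression in the distal intestine was measured with one-colour Agilent arrays, 1 array per fish, after 4 weeks of feeding. The arrays came from 10 fish fed the FM diet (710 g fish meal per kg), 7 fed SBM (510 g fish meal and 200 g soybean meal per kg) and 10 each fed CU, KM, SC or CV (295 g fish meal, 200 g soybean meal and 200 g of the microbial ingredient per kg). The labels of the arrays give a letter per diet, and the letters were set to diets through the histology scores per fish in Fig. 4 and the group of 7. The labels do not name the tank of a fish, so tanks do not enter the comparisons and fish are treated as independent.

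For each array the authors deposited the scanner's spot intensities, after subtraction of the background and without normalization between arrays. Each array had 15377 spots, of which 536 control spots were left out, so that 14841 probes remained. A spot was set to missing when its signal was not positive and significant, not well above background, or not uniform. Between 1264 and 3320 spots per array were set to missing, with a median of 2024. The median number per array was 2094 in FM, 1761.5 in CV, 2297.5 in CU, 1811 in KM, 2156 in SC and 2068 in SBM. The remaining intensities were quantile normalized and log2 transformed. Probes missing on more than 15% of the arrays were left out, a limit chosen because it leaves the number of probes closest to the one in the paper. This left 12065 probes, while 2776 dim probes were not tested. The 4245 missing values that remained (0.617%) were imputed from the 10 nearest probes.

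One limma model was fitted to all 57 arrays, and each of the other 5 diets was contrasted with FM. A probe was called DE in a diet when limma's nested F-test with Benjamini-Hochberg adjustment passed 0.05 for that contrast and its log2 FC was at least 0.4 in size. The nested test uses the F-test over the 5 contrasts, so it can call a contrast that a test of it alone would not. Adjusted p-values of single probes are those of limma's F-test over the 5 contrasts. The number of arrays limits the precision. Over the 12065 probes the median log2 FC was 0.16 in CV, 0.13 in KM, 0.09 in SBM, 0.06 in SC and −0.01 in CU. With each array scaled to its 75th percentile in place of quantile normalization, the median in CV was −0.02 and that in KM −0.03. Counts from a fit with these medians taken off the arrays of each diet are therefore given as well. Among the alternatives, this one, that with dim spots set to missing after normalization and that with normexp background correction were chosen after seeing the data.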

A salmonid microarray was used to analyze gene expression in the distal intestine of 10 individual fish per group (seven from the SBM group), resulting in a total of 57 microarrays. For each of the five study groups (SBM, SC, KM, CV and CU) differentially expressed (DE) probes were identified by comparing gene expression levels of the study group to those of the negative control group (FM). Fold changes were calculated in *log* scale in a similar manner (see Materials and Methods).

In total 3791 (

 of the microarray) probes showed DE in the five study groups as a result of the different dietary treatments. 

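In the model fitted here 4180 probes were DE in at least 1 diet, which are 34.6% of the 12065 probes tested and 28.2% of the 14841 probes on the array. Of these, 1619 were DE in 1 diet only and 177 in all 5. In 100 simulations of unchanged groups set against the same FM arrays, at most 47 probes were DE. The alternative that moved the total most, a limit of 1 on the size of the log2 FC, left 694 probes.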

For those 3791 probes, pair-wise correlation of the 

 fold changes and overlap of the DE probes (Fig. 3) indicated a very high similarity of the transcriptional response in the SBM and SC groups (

). Both groups showed with 2668 and 2674 by far the highest numbers of DE probes and the strongest fold changes. 

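In SC 2709 probes were DE, 1592 above and 1117 below FM. In SBM 2686 probes were DE, 1647 above and 1039 below FM. Scaling the arrays to their 75th percentile changed this split, with 46.5% of the calls above FM in SC and 41.4% in SBM, in place of 58.8% and 61.3%. With the median log2 FC of all probes taken off the arrays of each diet, 2399 probes were DE in SC, 1163 above and 1236 below FM, and 2323 in SBM, 1088 above and 1235 below. A log2 FC of at least 1 in size was found for 497 of the probes DE in SC, 493 in SBM, 126 in KM, 82 in CV and 55 in CU. Over the 4180 probes DE in any diet, the median size of the log2 FC was 0.51 in SC and 0.52 in SBM, against 0.34 in KM, 0.33 in CV and 0.25 in CU.

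The probe with the largest rise in both groups was Ssa_S47729315, with a log2 FC of 4.16 (SE 0.41) in SC and 4.82 (SE 0.45) in SBM (adjusted p = 2.5e-12). It was followed by Ssa_S47727361, with 3.18 (SE 0.42) in SC and 4.00 (SE 0.46) in SBM (adjusted p = 1.34e-09). Arginase-2 (ARGI2, Ssa_GRASP223647763) rose by 3.13 (SE 0.32) in SC and 3.11 (SE 0.35) in SBM. Among the 3 largest falls in both groups were those of Ssa_GRASP209733777, with −4.01 (SE 0.73) in SC and −4.25 (SE 0.80) in SBM (adjusted p = 3.35e-06), and Ssa_TC106214, with −3.47 (SE 0.32) and −3.71 (SE 0.35). The tables held do not pair these 4 probes with a gene. NST1 (Ssa_S35582809) had a log2 FC of −3.61 (SE 0.47) in SBM and −2.90 (SE 0.43) in SC. All fish of both groups were on the same side of the FM mean for each of these probes.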

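SC and SBM shared 1799 DE probes, which are 66.4% of those DE in SC and 67.0% of those DE in SBM. Of the shared probes 1795 had the same direction. The log2 FC of the groups correlated with r = 0.905 across the 4180 probes, which are not independent replicates. Both groups were set against the same FM fish, which raises r even without an effect. Simulated unchanged groups gave a median r of 0.469 and a highest r of 0.846 in 100 simulations, and shared 0 DE probes. With separate FM fish for each diet the median r was 0.853, the lowest value among the alternatives tried. Set directly against SBM, 37 probes were DE in SC (limma with Benjamini-Hochberg adjustment), 18 higher and 19 lower, and 1689 had an unadjusted p under 0.05.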

1787 probes were commonly DE in both groups. The remaining three groups (CV, CU and KM) formed a cluster based on strong correlation among each other (

), a feed-induced decrease in the scale of fold changes and distinct lower numbers of DE probes. 

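Across the 4180 probes the log2 FC correlated with r = 0.790 between CV and CU, 0.835 between CV and KM and 0.769 between CU and KM. Unchanged groups that share the FM fish reached r = 0.824, 0.837 and 0.849 in the highest of 100 simulations for these pairs, and 3, 1 and 3 of the simulations gave an r as high as the observed one. When the groups of a pair were set against separate FM fish, the median r was 0.604, 0.670 and 0.630. CV and KM shared 732 DE probes, 731 of them in the same direction. CU and KM shared 336, of which 332 had the same direction.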

Within the cluster, KM stood out for showing intermediate numbers of DE probes (969) and for showing strong correlation not only with the CV and CU groups, but also with the SBM and SC groups. 

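In KM 1343 probes were DE, 1118 above and 225 below FM, which puts 83.2% of the calls above FM. This share was 43.1% with scaling to the 75th percentile and 61.9% in the authors' deposited table of normalized values. With the median of all probes taken off, 860 probes were DE, 411 above and 449 below FM. The log2 FC of KM correlated with r = 0.812 with those of SC and r = 0.775 with those of SBM. The corresponding simulated groups without an effect gave r = 0.844 and 0.806 at most, with medians of 0.518 and 0.455, and 1 and 2 of 100 were as high as observed. SC and SBM were without an effect there too. With separate FM fish for each diet the median r was 0.731 and 0.696.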

Comparison of the KM and SC groups was particularly interesting, because both groups shared approximately 

 of the probes that were DE in the KM group. Both the CV and CU groups showed with 634 and 645 the lowest number of DE probes and are thus microbial ingredients with the strongest effect on alleviation of SBM-induced gene expression. 

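KM and SC shared 1000 DE probes, which are 74.5% of those DE in KM and 36.9% of those DE in SC. Of these, 989 had the same direction. With SBM, KM shared 769 DE probes (57.3% of those DE in KM), and 763 of them had the same direction.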

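In CU 649 probes were DE, 243 above and 406 below FM. In CV 1273 probes were DE, 1199 above and 74 below FM. With the median of all probes taken off, 546 were DE in CV, 237 above and 309 below FM, and 569 in CU, 258 above and 311 below. The count in CV depended on the processing. It was 577 with scaling to the 75th percentile, 588 without the filter on dim spots and 634 in the normalized values that the authors deposited. The share of calls above FM in CV was 94.2%, and 43.8%, 62.6% and 72.7% under these alternatives, as the plot of shares by setting shows. The count in CU fell to 144 with FM and CU alone in the model and to 334 with normexp background correction, and that in KM to 541 with normexp. CV and CU shared 248 DE probes, 245 of them in the same direction. Set directly against SBM with limma and Benjamini-Hochberg adjustment, 1270 probes were DE in CV, 877 in CU and 1045 in KM. Of these, 997 in CV, 806 in CU and 758 in KM were also DE between SBM and FM. From the numbers of DE probes, the paper concludes that CV and CU are the microbial ingredients that most alleviate the changes in gene expression induced by SBM.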

The two groups generally showed low similarity with SC or SBM, respectively. It should be noted that simultaneous inclusion of SBM together with one of the microbial ingredient in none of the cases changed the overall direction of the expression, but it reduced the scale. 

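CV shared 706 DE probes with SC, which are 55.5% of those DE in CV and 26.1% of those DE in SC, and 694 with SBM (54.5% and 25.8%). CU shared 490 with SC, or 75.5% of those DE in CU and 18.1% of those DE in SC, and 540 with SBM (83.2% and 20.1%). The correlation of the log2 FC was r = 0.687 between CV and SC, 0.724 between CV and SBM, 0.728 between CU and SC and 0.812 between CU and SBM. Of these, only that of CU and SBM exceeded the highest r of 100 simulations without an effect, which were 0.821, 0.879, 0.817 and 0.796 in the same order. The observed r was reached in 15, 3, 5 and 0 simulations. SC and SBM were without an effect in these simulations too, so they show only what the shared FM fish alone can give. They cannot decide whether CV or CU share part of the response in SC or SBM. With separate FM fish for each diet the median r was 0.592, 0.636, 0.637 and 0.713 in the same order.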

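Of the 2686 probes DE in SBM, the log2 FC had the same sign in 88.8% in CV, 94.6% in CU, 93.0% in KM and 98.5% in SC. Simulated groups without an effect that share the FM fish gave medians of 65.1%, 66.8%, 64.2% and 65.5%, and at most 86.1%, 87.5%, 85.1% and 85.4%. Over all 12065 probes, the alternative that moved these values most, the same sign was found in 74.6%, 78.0%, 76.3% and 81.2%. Probes that fell in SBM kept their sign less often in CV (75.2%) and KM (84.3%), where the median of all probes lies above 0, than in CU (97.0%). A call in the opposite direction was made for 10 probes in CV, 7 in CU, 6 in KM and 4 in SC. The log2 FC was smaller in size than in SBM for 96.6% of the probes in CV, 98.4% in CU, 96.9% in KM and 71.9% in SC. The probes were chosen by their call in SBM, which favours a larger size there. This share was not simulated without an effect, so it cannot show by itself that the scale was reduced. The slope on the log2 FC of SBM was 0.372 in CV, 0.391 in CU, 0.453 in KM and 0.865 in SC. Simulated groups gave median slopes of 0.444, 0.425, 0.398 and 0.427, and a slope as high as observed in 62, 59, 39 and 1 of 100 simulations. SBM was without an effect in these simulations too, so their slopes come from the shared FM fish alone. They therefore cannot decide whether the observed slopes reflect a response to the diet. With separate FM fish for each diet, where the contrasts share no FM values, the slopes were 0.350, 0.367, 0.429 and 0.832.

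For each fish a response score was computed as the mean log2 value, relative to the FM mean, of the 1647 probes above FM in SBM minus that of the 1039 below. The score was 0.57 ± 0.31 (SD, n = 10) in CV, 0.66 ± 0.34 in CU, 0.69 ± 0.28 in KM and 1.38 ± 0.25 in SC. In SBM, from which the probes were chosen, it was 1.60 ± 0.22 (SD, n = 7), and in FM its SD was 0.17. The probes were chosen against the same FM fish, which raises the scores of all diets even without an effect. With the probes chosen against 5 FM fish and the scores taken against the other 5, a test chosen after seeing the data, the median of the mean score over 100 splits was 0.47 in CV, 0.58 in CU, 0.62 in KM, 1.33 in SC and 1.54 in SBM. The lowest mean over the splits was 0.32, 0.44, 0.43, 1.10 and 1.34. In the median split 8 of 10 CV fish, and all fish of the other 4 diets, lay above the highest of the 5 FM fish, with at least 7 in CV, 7 in CU and 8 in KM in every split. With all 10 FM fish in both steps, every fish of the 5 diets lay above the highest FM fish, though CV fish 8 lay below it with scaling to the 75th percentile (0.16 against 0.18), the stricter filter on dim spots (0.20 against 0.21) and normexp background correction (0.15 against 0.16). With the score taken from the probes with a log2 FC of at least 1 in size in SBM, CV fish 4 and 6 and KM fish 2 lay below the highest FM fish. Of 10 fish each, 9 in CV, 9 in CU, 10 in KM and 3 in SC lay below the lowest SBM fish. That limit rests on SBM fish 5 (1.18), and the next SBM fish was at 1.41. Between these values lay SC fish 7, 8 and 10, CV fish 7 and CU fish 1, so the counts depend on this fish.

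**Figure D1:**
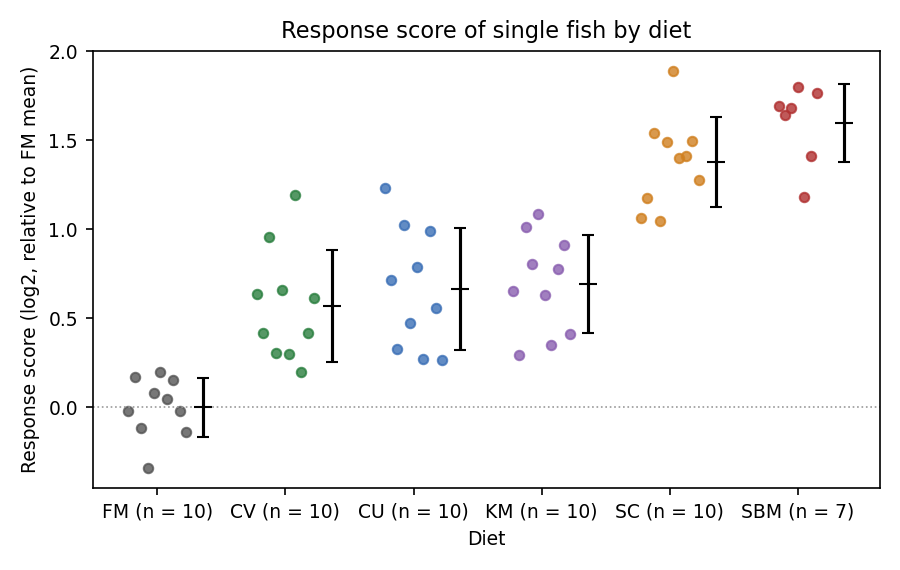
Response score per fish (y axis, log2 units relative to the FM mean) for the 6 diets, with each point a fish and the bars the mean and SD. The highest FM fish is at 0.20 and the lowest SBM fish at 1.18.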

A list of all DE probes can be found in Dataset S1.

**Figure 3:**
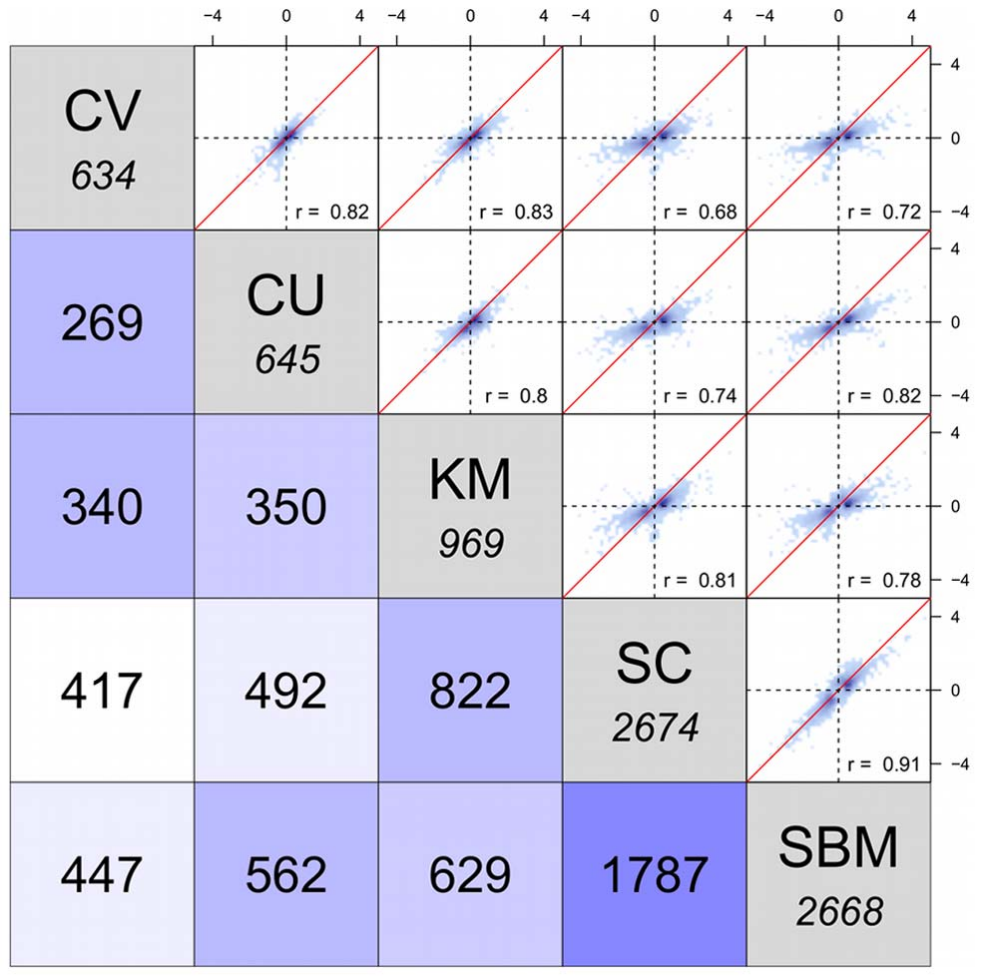
Correlation of differentially expressed genes. Gene expression changes in the distal intestine of the study groups: CV, CU, KM, SC and SBM, each relative to the negative control group (FM) were correlated against each other. The **upper triangle** shows the scatter plots and Pearson correlations (*r*) of the 

 for 3,791 genes that showed DE in at least one of the study groups. The **diagonal** displays the total number of DE genes for each study group, while the number of genes that are commonly DE between two groups are shown in the **lower triangle**.

To facilitate a **functional interpretation** of the high number of DE probes, gene set enrichment was assessed using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotations [23] to define gene sets (see Materials and Methods). The results of the gene set enrichment analysis showed that a total of 109 KEGG pathways were differentially regulated in the five study groups as a result of the different dietary treatments (Fig. 4). Additional tables containing all results from the gene set enrichment analysis can be found in the supplementary data (Dataset S2, S3). Overall, we observed that the pathway patterns were generally similar among the FM, CV and CU group, whereas the regulation of the pathways in the SC and SBM group was primarily opposite to that of the FM group. 

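The pathways were described with the probes that Dataset S3 lists. Of its 2179 lines the first 1999 are held, with 790 probes in 101 pathways. They are probes that the study found DE in these fish, so no enrichment was tested and the values are not independent evidence. For each pathway the median log2 FC of its listed probes against FM was taken. The median had the same sign as in SBM for 77 of 101 pathways in CV, 96 in CU, 94 in KM and 99 in SC. It was smaller in size than in SBM for 88 in CV, 94 in CU, 87 in KM and 53 in SC. In CV 91 medians lay above FM, and 67 lay above the median of all 12065 probes.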

Pathway regulation in the KM group appeared to be in-between those of the FM and SBM group with individuals that received a lower pathology resembling the pathway pattern of the FM group and those with a higher pathology score resembled the SBM pattern. 

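Within KM, the response score and the sum of the histology scores were not related over the 10 fish (r = 0.00628, permutation p = 0.986; Spearman's rho = 0.0864, p = 0.814). The tests are two-sided with 100000 resamples, and the relation was computed in 4 diets, with an adjusted p of 0.986 for r in KM and 0.814 for rho. Without the 2 fish farthest from the median histology score, r was −0.365. With each fish left out in turn it lay between −0.202 and 0.179. With the mean of each scan day taken off both measures r was −0.0424, and within the 6 fish of the second scan day it was −0.557. The first day has only 4 KM fish. The scores of the KM fish, between 0.29 and 1.09, all lay below the lowest SBM fish. In 10 fish a moderate relation may go unseen. The paper's statement is about pathway enrichment scores per fish, which were not computed here. The response score is another measure, and the sum includes oedema, which Fig. 4 leaves out.

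In CU the correlation was r = 0.739 (permutation p = 0.0154, adjusted 0.0616) and rho = 0.696 (p = 0.031, adjusted 0.0673), and r was 0.524 without the 2 fish farthest from the median. In SC r was 0.574 (permutation p = 0.108, adjusted 0.144) and rho 0.686 (p = 0.0337, adjusted 0.0673), and r was 0.704 without 2 fish. In CV r was 0.661 (permutation p = 0.0765, adjusted 0.144) and rho 0.234 (p = 0.512, adjusted 0.682). As 8 of 10 CV fish had a score of 0, no r could be had without the 2 others, and the relation rests on those. None of these passed 0.05 after adjustment. With scan day means taken off, r was 0.743 in CU, 0.639 in SC and 0.632 in CV. Of the single scan days only the second, with 6 fish, has enough SC fish for a value (r = 0.669), and CU has 5 fish on each.

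**Figure D2:**
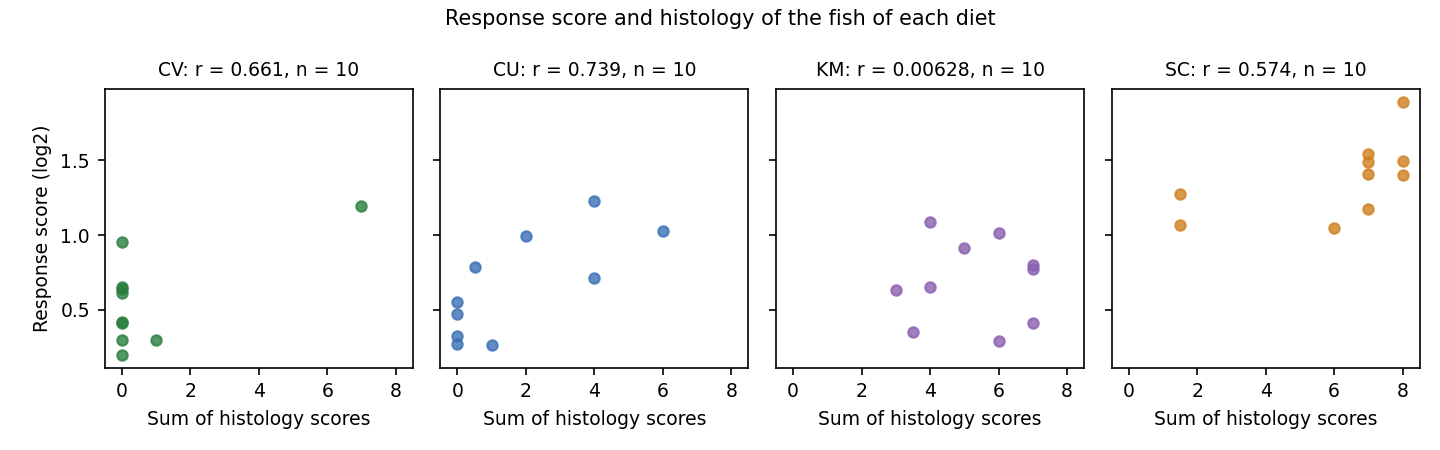
Response score per fish (y axis, log2 units relative to the FM mean) against the sum of its 4 histology scores (x axis) in CV, CU, KM and SC, with each point a fish. The sums run from 3 to 7 in KM, and 8 CV fish sit at a sum of 0.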

A more comprehensive description and interpretation of relevant KEGG pathways, grouped by function, is given in the following sections.

**Figure 4:**
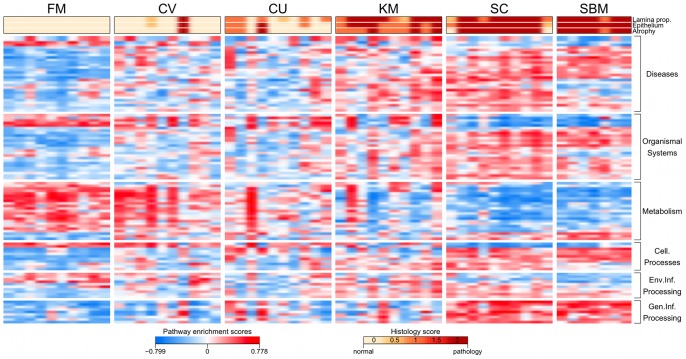
Dietary regulation of KEGG pathways. Heat map showing pathway enrichment scores for the 109 KEGG pathways that were significantly affected by the diet (ANOVA, adjusted *p-value* 

). The pathways are grouped by function. Histology scores for *lamina propria*, epithelium and atrophy are colour coded and shown on top of the heat map.

#### Genetic information processing

A set of nine pathways associated with genetic information processing showed the largest changes. 

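The listed probes of the 9 pathways, between 10 and 37 per pathway, had median log2 FCs of 0.37 to 0.71 in SC and 0.35 to 0.59 in SBM. In CV the medians lay between 0.10 and 0.34, in CU between 0.14 and 0.22 and in KM between 0.18 and 0.39. The largest median was that of aminoacyl-tRNA biosynthesis in SC (0.71 over 21 probes), and in SBM that of RNA degradation (0.59 over 12 probes). All 9 medians stayed above FM in each diet under each scaling tried. Relative to the median of all probes, 8 of 9 lay above it in CV and 9 of 9 in the other diets.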

All pathways showed a strong, significant up-regulation in both the SC and SBM group and only weak up-regulation in the remaining three groups. The set contains pathways related to translational processes (i.e. protein processing in endoplasmic reticulum or ribosome biogenesis in eukaryotes) as well as pathways that are involved in protein and RNA degradation (i.e. RNA degradation and Ubiquitin-mediated proteolysis). Taken together, these changes indicate a strong increase in protein turnover in both the SC and SBM groups.

#### Metabolism

The majority of the 23 metabolic affected pathways were related to amino acid and lipid metabolism, and showed a strong down-regulation in the groups SBM and SC, and to some extent in KM, while CV and CU were minimally affected. 

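Of the 23 metabolic pathways, the median log2 FC of the listed probes lay below FM in 19 in SC, 20 in SBM, 17 in KM, 20 in CU and 6 in CV. The median over the pathways was −0.45 in SC, −0.42 in SBM, −0.12 in KM, −0.22 in CU and 0.08 in CV. With scaling to the 75th percentile 17 lay below FM in CV, and 12 in the deposited table. Relative to the median of all probes, 20 lay below it in CV, CU, SC and SBM and 19 in KM.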

The two most significant down-regulated pathways were tryptophan metabolism and drug metabolism – cytochrome P450. 

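The 17 probes listed for tryptophan metabolism had a median log2 FC of −0.65 in SC, with 13 probes called below and 1 above FM, and −0.55 in SBM, with 10 below and 1 above. The medians were −0.28 in CU and −0.23 in KM. That of −0.02 in CV rose to just above 0 with normexp background correction. As a mean over the probes per fish, the values were −0.64 ± 0.18 (SD, n = 10) in SC, −0.55 ± 0.15 (SD, n = 7) in SBM, −0.29 ± 0.23 in KM, −0.22 ± 0.16 in CU and −0.01 ± 0.18 in CV, with an SD of 0.24 among the FM fish. The 12 probes listed for drug metabolism by cytochrome P450 had medians of −0.80 in SC, −0.63 in SBM, −0.36 in KM and −0.21 in CU. In both SC and SBM, 9 of them were called below and 1 above FM. The median in CV was 0.10, and below 0 with scaling to the 75th percentile, without the filter on dim spots, and with dim spots set to missing after normalization.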

Besides being a supplier of metabolic energy, tryptophan has two more highly important physiological functions in the gut. These are serving as a precursor for serotonin and regulating production of antimicrobial peptides. In the gut, serotonin has been shown to act as an immune regulator and to positively regulate bowel movements [24]. 

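The probe for TPH1 (Ssa_S32009082) had a log2 FC of 1.15 (SE 0.31) in SC, where it was DE and all 10 fish lay above the FM mean (adjusted p = 0.0193). The values of 0.82 (SE 0.31) in KM, 0.74 (SE 0.31) in CV, 0.58 (SE 0.35) in SBM and 0.20 (SE 0.31) in CU were not called DE. The probe was measured on 8 of the 10 FM arrays, with an SD of 0.80 among FM fish. In SC the probe was not DE with scaling to the 75th percentile (0.94), without imputation (1.10), with normexp background correction (0.16) or with the median of all probes taken off (1.09).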

The gene *tryptophan 5-hydroxylase 1* (*THP1*), which was one of the two genes showing the strongest up-regulation, is responsible for catalysing the first step of serotonin synthesis.

In mice, metabolites of tryptophan generated via the tryptophan-nicotinamide pathway can regulate the production of antimicrobial peptides in the intestine [25]. Our study revealed that several genes involved in this process, such as *indolamine 2,3 dioxygenase* (*I23O2*), *kynurenine 3 monooxigenase* (*KMO*), *arylformamidase* (*AMFID*) and *kynurinase* (*KYNU*), were down-regulated. 

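I23O2 (Ssa_S31996777) had a log2 FC of −1.50 (SE 0.31) in SC, −1.05 (SE 0.34) in SBM and −0.95 (SE 0.31) in KM, all DE (adjusted p = 1.86e-04). It was measured on 7 of 10 SC arrays, so part of its values there were imputed. KMO (Ssa_S18870260) had −1.40 (SE 0.19) in SC and −1.37 (SE 0.21) in SBM (adjusted p = 1.61e-09), and every fish of both groups lay below every FM fish. A further KMO probe (Ssa_S30283255) had −1.12 (SE 0.21) and −0.72 (SE 0.23). AFMID (Ssa_GRASP209734355) was DE in SC at −0.46 (SE 0.10), while −0.36 (SE 0.11) in SBM was below the limit on the log2 FC (adjusted p = 3.9e-04). KYNU (Ssa_S31987806) fell by 0.49 (SE 0.19) in SC. In SBM it was 0.00 (SE 0.20), and −0.30 with scaling to the 75th percentile, DE in neither case. In CV (0.45, SE 0.19) and KM (0.56, SE 0.19) KYNU was DE above FM (adjusted p = 6.15e-05). These calls were lost with scaling to the 75th percentile (0.09 in CV and 0.26 in KM), without the filter on dim spots (0.19 and 0.35), with dim spots set to missing after normalization (0.19 and 0.35) and with FM and the diet alone in the model. That in CV was also lost in the deposited table (0.26), with the median of all probes taken off (0.28) and with adjustment per contrast. With normexp background correction every call of I23O2, AFMID and KYNU given here was lost. With FM and KM alone in the model, I23O2 was not DE in KM. AFMID was also DE in SBM with no limit on the log2 FC, with the fish number as a block (−0.41) and with the median of all probes taken off (−0.45).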

In addition, we found the gene *Angiotensin-converting enzyme 2* (*ACE2*) that is required for the expression of the neutral amino acid transporter *B* 

 *AT1* on the luminal surface of epithelial cells [25], to be down-regulated. *ACE2* did not possess a corresponding KEGG pathway annotation, however, we found that its expression reflected the regulation of the tryptophan metabolism pathway (Fig. 5).

**Figure 5:**
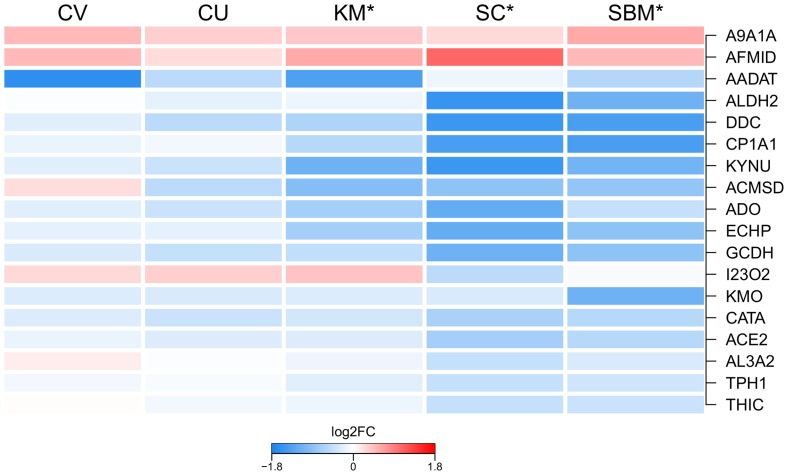
Regulation of tryptophan metabolism. Heat map showing the mean gene expression of the 18 genes in the KEGG pathway tryptophan metabolism, per group relative to the FM group. An asterisks(*) labelling the group indicates significant difference between the respective group and FM. *Aldehyde dehydrogenase family 9 member A1-A* (A9A1A); *Probable arylformamidase* (AFMID); *Kynurenine/alpha-aminoadipate aminotransferase* (AADAT); *Aldehyde dehydrogenase, mitochondrial* (ALDH2); *Aromatic-L-amino-acid decarboxylase* (DDC); *Cytochrome P450 1A1* (CP1A1); *Kynureninase* (KYNU); *2-amino-3-carboxymuconate-6-semialdehyde decarboxylase* (ACMSD); *Aldehyde oxidase* (ADO); *Peroxisomal bifunctional enzyme* (ECHP); *Glutaryl-CoA dehydrogenase* (GCDH); *Indoleamine 2,3-dioxygenase 2* (I23O2); *Kynurenine 3-monooxygenase* (KMO); *Catalase* (CATA); *Angiotensin-converting enzyme 2* (ACE2); *Fatty aldehyde dehydrogenase*(AL3A2); *Tryptophan 5-hydroxylase 1* (TPH1); *Acetyl-CoA acetyltransferase* (THIC).

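Of 17 genes listed for tryptophan metabolism in Dataset S3, 13 were DE below FM in SC and 10 in SBM, 5 each in KM and CU and 1 in CV. Above FM were 2 in CV, 2 in KM and 1 each in SC and SBM. The counts below FM adjusted over the list alone were 13 in SC, 12 in SBM, 9 in KM, 6 in CU and 1 in CV. The list was chosen by the study on these fish, so these counts are not independent evidence. A limit of 1 on the size of the log2 FC left 6 genes below FM in SC and 4 in SBM. With scaling to the 75th percentile A9A1A was no longer DE in SBM (−0.36) and AADAT became so (−0.42), as it did with no limit on the log2 FC. ECHP in SBM was newly DE below FM with that scaling (−0.53), with dim spots kept (−0.46) or set to missing after normalization (−0.46), in the deposited table (−0.44), with fish number (−0.44) or scan day (−0.42) as a block, with the median of all probes taken off (−0.49), with adjustment per contrast and with FM and SBM alone in the model (−0.40). With normexp background correction AADAT in SC, and DDC and ADO in SC and SBM, were not DE. In CU the calls of DDC, ACMSD, ECHP, GCDH and CATA were lost with FM and CU alone in the model, that of GCDH also with adjustment per contrast, those of DDC and ECHP with normexp background correction, and that of CATA under 9 alternatives, among them scaling to the 75th percentile (−0.60) and the deposited table (−0.54). ADO in KM was lost with normexp background correction and with FM and KM alone in the model. The largest fall in SC among these genes was that of CATA (Ssa_S35708455, −1.52, SE 0.21, adjusted p = 1.54e-08), with −1.37 (SE 0.23) in SBM. THIC (Ssa_GRASP209153949) was DE above FM in SBM (0.61, SE 0.14), CV (0.54, SE 0.13) and KM (0.45, SE 0.13). In KM it was not DE under 8 alternatives, among them scaling to the 75th percentile (0.38) and FM and KM alone in the model, and in CV it was not DE with the median of all probes taken off (0.38). The probes for AL3A2 differed. Ssa_S48394265 had −1.50 (SE 0.51) in CV and an SD of 1.53 among FM fish, and was not DE there with normexp background correction or with FM and CV alone in the model, whereas Ssa_S47624974 and Ssa_GRASP209155747 had 1.24 (SE 0.27) and 1.36 (SE 0.27) in SBM.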

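Among the 12 probes listed for this pathway, 6 are named as GSTs and 3 as UGTs. All 3 UGT probes were DE below FM in both SC and SBM, also under each scaling tried. Their log2 FC lay between −1.11 and −0.59 in SC and between −0.69 and −0.50 in SBM. Of the GST probes, 3 were DE below FM in SC and 4 in SBM, and 3 or 4 in each under the scalings tried. GSTA4 (Ssa_GRASP209731659) had −0.94 (SE 0.12) in SC and −0.97 (SE 0.13) in SBM. GSTP1 (Ssa_GRASP209738485) had −0.75 (SE 0.16) and −0.94 (SE 0.18). GSTO1 (Ssa_GRASP209737461) was DE above FM under each scaling, at 0.55 (SE 0.13) in SC and 0.47 (SE 0.15) in SBM. In KM 2 GST probes were DE below FM, and in CV and CU 0. In CV, GSTO1 (0.48) and GSTK1 (0.40) were DE above FM. Their values in CV were 0.38 and 0.03 with scaling to the 75th percentile.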

**Drug metabolism – cytochrome P450** was mainly characterised by down-regulation of several genes encoding Glutathion S transferases (GSTs) and UDP-glucuronosyltransferases (UGTs). Both UGTs and GSTs are phase II enzymes that detoxify electrophilic and cytotoxic substrates. Mucus-associated GST catalyzes the conjugation- detoxification of luminal reactive electrophiles, cytotoxic substrates and is thus able to prevent damage of the intestinal epithelium [26].

#### Organismal systems

This set comprised of 26 affected pathways showed mixed results with mostly up-regulation of the pathways in the SC and SBM groups but also some down-regulation. Among the pathways that showed the strongest down-regulation in both the SC and SBM groups was the pathway **bile secretion**. 

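The 13 probes listed for bile secretion had a median log2 FC of −0.62 in SC, with 8 called below and 3 above FM, and −0.59 in SBM, with 7 below and 0 above. The medians were −0.26 in CU and −0.19 in KM. In CV the median was 0.16, and it lay below 0 with scaling to the 75th percentile, without the filter on dim spots, and with dim spots set to missing after normalization.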

The genes of this pathway also include genes that regulate bile acid re-absorbtion through enterocytes. 

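NR1H4 (Ssa_S50698147) had a log2 FC of −0.65 (SE 0.12) in SC and −0.67 (SE 0.13) in SBM (adjusted p = 5.89e-06), and all fish of both groups lay below the FM mean. ABCG5 (Omy_S34426050) had −0.62 (SE 0.15) in SC and −0.85 (SE 0.17) in SBM (adjusted p = 1.12e-06). S22A7 (Ssa_S32011390) had −0.91 (SE 0.26) in SC and −0.75 (SE 0.29) in SBM (adjusted p = 0.00219), and was DE in neither with normexp background correction (−0.35 and −0.30). In CV, CU and KM none of these 3 probes was DE. The largest change there was that of NR1H4 in KM, at −0.37 (SE 0.12).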

Important, down-regulated genes that belong to this pathway were the *Farnesoid X receptor* (*FXR* or *NR1H4*) and the bile salt transporters *ABCG5* and *S22A7*. FXR functions as a sensor for bile acid in the enterocytes, where its activation functions as a repressor for bile acid synthesis in the liver [27]; *ABCG5* and *ABCG8* together facilitate the efflux of bile acids from the enterocyte back into the intestinal lumen, their expression has shown to be regulated directly by dietary levels of cholesterol [28]. Bile acids are secreted into the intestine where they facilitate absorption of lipids, minerals, vitamins but also function as important signalling molecules. In Atlantic salmon, it has recently been shown that feeding SBM depletes the fish of cholesterol, probably through decreased intestinal bile re-absorption coupled with an increase in hepatic production [29]. In contrast to our study, Kortner *et al.* found higher expression of *FXR* in the distal intestine of SBM fed Atlantic salmon [29]. Nevertheless, a down-regulation in the pathway bile-secretion, likely related to decreased levels of total bile acids in the SC and SBM groups, matches down-regulation of the pathways **fat digestion and absorption**, **vitamin digestion and absorption** and **mineral absorption**.

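In SC the median log2 FC was −0.66 over the 14 probes listed for fat digestion and absorption, −1.02 over the 12 for vitamin digestion and absorption and −1.03 over the 14 for mineral absorption. In SBM the medians were −0.64, −1.08 and −0.85. For vitamins they were −0.26 in CV, −0.23 in CU and −0.22 in KM, and for minerals −0.30 in CU and −0.26 in KM. In CV the median for minerals was 0.01, and below 0 with scaling to the 75th percentile, without the filter on dim spots, in the deposited table, and with dim spots set to missing after normalization. As a mean over the mineral absorption probes per fish, the values were −1.13 ± 0.34 (SD, n = 10) in SC and −0.98 ± 0.29 (SD, n = 7) in SBM, with an SD of 0.22 among the FM fish, and all fish of both groups lay below the FM mean. For fat the medians in CV (0.06), CU (−0.04) and KM (0.07) were close to 0. Those of CV and KM fell below 0 with scaling to the 75th percentile, and that of KM also in the deposited table and where dim spots were kept or set to missing after normalization.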

Additionally, we found down regulation of three aquaporins *AQP1*, *AQP4* and *AQPA*, of which *AQP4* was the most significant. 

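AQP4 (Omy_S34422057) was DE below FM in SC (−0.46, SE 0.09) and SBM (−0.65, SE 0.10), with all fish of both groups below the FM mean (adjusted p = 1.1e-05). AQP1 (Ssa_GRASP209154147) was DE above FM in CV (0.82, SE 0.25) and KM (0.92, SE 0.25), but in neither with normexp background correction (0.25 and 0.28), nor in CV without the filter on dim spots (0.57). Its values of 0.31 (SE 0.25) in SC and −0.03 (SE 0.28) in SBM were not DE (adjusted p = 0.00205). AQPA (Ssa_S47729802) was DE above FM in SC (0.85, SE 0.31), CV (0.67, SE 0.31) and KM (0.50, SE 0.31) and below FM in CU (−0.56, SE 0.31). In SBM it was −0.14 (SE 0.34) and not DE (adjusted p = 0.00111). The calls of AQPA in CV, KM and CU were lost with adjustment per contrast and with FM and the diet alone in the model, that in KM also with scaling to the 75th percentile (0.31), in the deposited table (0.40), with the median of all probes taken off (0.37) and where dim spots were kept or set to missing after normalization (0.38), and those in KM and CU with normexp background correction (0.32 and −0.21).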

Aquaporins are water channels facilitating fluid transport across the epithelium. Transcriptional down-regulation of aquaporins can be observed in mammalian IBD models and in Atlantic salmon suffering SBMIE [10], [30].

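The 12 probes listed for NOD-like receptor signaling had a median log2 FC of 0.65 in SC and 0.49 in SBM. For the 36 probes of chemokine signaling the medians were 0.30 in SC and 0.46 in SBM, with 13 probes called above and 7 below FM in SC and 19 above and 10 below in SBM. For the 34 probes of leukocyte transendothelial migration they were 0.54 in SC and 0.25 in SBM. These medians stayed above FM under each scaling tried. In CV they were 0.33, 0.20 and 0.36, in KM 0.36, 0.25 and 0.40, and in CU 0.07, 0.11 and 0.00. The last of these lay on either side of 0 depending on the treatment of dim spots.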

With respect to immune-related pathways, we found among others **NOD-like receptor (NLR) signaling**, **chemokine signaling** and **leukocyte transendothelial migration** to be significantly up-regulated in both the SBM and SC groups. NLRs are pattern recognition receptors that can be found in epithelial cells of the intestine, where they can regulate the inflammatory response and production of antimicrobial peptides in response to microbial associated molecular patterns [31]. Polymorphism of the NLR NOD2 is a well-known risk factor for developing IBD [31], a condition that is found in humans and which shows similarities to SBMIE. Chemokine signalling is crucial for the recruitment of effector cells to the site of inflammation. The C-C motif chemokines 20 and 28 were among the highest induced genes in this pathway, both are important attractors in response to epithelial injury [32].

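CCL20 (Ssa_S35549491) had a log2 FC of 1.60 (SE 0.29) in SC and 2.20 (SE 0.32) in SBM, and 0.89 (SE 0.29) in KM, where it was also DE (adjusted p = 1.05e-06). In KM it was not DE with scaling to the 75th percentile (0.56), in the deposited table (0.61), without imputation (0.97), where dim spots were kept (0.76) or set to missing after normalization (0.60), with the median of all probes taken off (0.75) or with FM and KM alone in the model, and with normexp background correction it was DE neither in KM (0.16) nor in SC (0.30). A further probe, Omy_S15341085, had 1.66 (SE 0.24) in SC and 2.09 (SE 0.26) in SBM. The third CCL20 probe, Ssa_S35592814, went the other way, at −0.83 (SE 0.18) in SC and −0.62 (SE 0.20) in SBM (adjusted p = 0.00364). CCL28 (Ssa_S35559539) was DE in SBM, at 1.18 (SE 0.37), with 6 of 7 fish above the FM mean (adjusted p = 0.0223). In SBM it was not DE with scaling to the 75th percentile (0.85), without the filter on dim spots (1.43) or with normexp background correction (0.36). In SC it was 0.13 (SE 0.34), and −0.01 with that scaling, DE in neither case.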

Several **nervous system** related pathways (axon guidance, glutamatergic synapse dopaminergic synapse, GABAergic synapse and GnRH signaling pathway) showed up-regulation in all the five different study groups. For all pathways, the up-regulation was strongest in the SBM and SC group and weakest in CV and CU. This could be indicative for structural and functional changes of the enteric nervous system, which can be observed in mammalian models for intestinal inflammation [33].

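The 5 pathways had 14 to 26 listed probes each. In SC the median log2 FC was 0.51 for axon guidance, 0.44 for the glutamatergic synapse, 0.51 for the dopaminergic synapse, 0.41 for the GABAergic synapse and 0.39 for GnRH signaling. In SBM the medians were 0.61, 0.51, 0.52, 0.41 and 0.48. In KM they were 0.44, 0.41, 0.43, 0.35 and 0.42, in CV 0.39, 0.38, 0.43, 0.34 and 0.36, and in CU 0.24, 0.26, 0.23, 0.20 and 0.24. All stayed above FM under each scaling tried.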

#### Diseases

Most of the 30 disease-related pathways were specifically related to human conditions like alcoholism and morphine addiction and were hence regarded as non informative for our experiment. Nevertheless, **pathogenic** ***Escherichia coli*** **infection** was the pathway showing the lowest adjusted *p-value* and up-regulation in all five study groups, whereby up-regulation in the SC and SBM groups was strongest followed by the KM group. 

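The 15 probes listed for pathogenic Escherichia coli infection had a median log2 FC of 0.61 in SBM, 0.47 in SC, 0.41 in KM, 0.35 in CV and 0.32 in CU. The ranking was not tested between diets.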

The hallmark of enteropathogenic *E.coli* infections is the destruction of the intestinal microvillus brush border through restructuring of the underlying cytoskeleton, which is caused by signal transduction between bacterial and host cells. Thereby, causing diarrhoea in the host [34].

#### Environmental information processing

This set contained 10 affected pathways associated with envionmental information processing. Pathways of particular interest were: wnt signal processing, cell adhesion molecules and mTOR signalling. Activation of **wnt signalling** in the intestine is intrinsically related to holding the crypt-cells in a proliferative state [35]. 

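The 29 probes listed for wnt signaling had a median log2 FC of 0.51 in SC, 0.51 in SBM, 0.41 in KM and 0.34 in CV. In CU the median was 0.06, and it lay below 0 with scaling to the 75th percentile. The 12 probes listed for mTOR signaling had medians of −0.43 in SBM, −0.35 in CU, −0.27 in SC, −0.12 in KM and −0.11 in CV. These kept their sign under each scaling tried.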

Because this pathway proved to be up-regulated the most in both the SC and SBM groups, and a little less in the KM group, a functional relation to the increase in epithelial cell proliferation in the crypts of the distal intestinal folds (Fig. 2) appears coherent. **mTOR signalling** as the most significant pathway in this set was down-regulated in all study groups except in the KM group. The mTOR signalling pathway acts as a cellular nutrient sensor and regulates down-stream pathways like cell proliferation, protein synthesis and transcription [36]. Recently, it has been proposed that the mTOR pathway also acts as mediator of tryptophan mediated antimicrobial peptides expression [25].

Interestingly, we found a marked significant down-regulation of **cell adhesion molecules** in the SC and SBM groups. This included down-regulations of genes encoding Claudins (*CLD14, 15* and *18*) and *Cadherin 2* (*CADH2*). 

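The 23 probes listed for cell adhesion molecules had a median log2 FC of −0.46 in SBM, with 11 called below and 4 above FM, and −0.30 in SC, with 10 below and 9 above. In CU the median was −0.23. The median in CV was 0.03, and below 0 with scaling to the 75th percentile (−0.12), without the filter on dim spots (−0.12), with the stricter filter (−0.05), in the deposited table (−0.10) and with dim spots set to missing after normalization (−0.12). That of −0.01 in KM rose above 0 with normexp background correction.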

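CLD14 (Ssa_GRASP223648607) was DE below FM in SC (−1.11, SE 0.23), SBM (−0.84, SE 0.25) and KM (−0.88, SE 0.23), with an adjusted p of 3.33e-05. In SBM it was not DE without the filter on dim spots (−0.97). CLD15 (Ssa_S18866043) was DE in SC (−0.77, SE 0.11) and KM (−0.44, SE 0.11), while −0.30 (SE 0.12) in SBM was not (adjusted p = 2.95e-06). CLD18 (Ssa_EG893818) was DE in no diet (adjusted p = 0.0636), with 0.15 (SE 0.57) in SC, −0.46 (SE 0.63) in SBM and −1.49 (SE 0.57) in CV. Its SD among the FM fish was 1.64. CADH2 (Ssa_DV106489) was DE in SC (−0.97, SE 0.25), SBM (−1.12, SE 0.27) and KM (−0.90, SE 0.25), with an adjusted p of 0.00178. With normexp background correction neither CLD14 nor CADH2 was DE in SC, SBM or KM, with values between −0.33 and −0.22. With FM and KM alone in the model, CLD14 was not DE in KM.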

Claudins are a group of transmembrane proteins that participate in the formation of tight junctions and that regulate permeability [37]. CADH2 is a calcium dependent cell-cell adhesion glycoprotein. Interestingly, defects of the gene *Cadherin 1* (*CADH1*) are a known predisposing factor for IBD [38].

#### Cellular processes

A set of 11 affected pathways was related to cellular processes, of which the most interesting pathways were **endocytosis**, **lysozyme** and **peroxisome**. 

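The 36 probes listed for endocytosis had a median log2 FC of 0.54 in SBM, 0.41 in SC, 0.41 in KM, 0.39 in CV and 0.22 in CU. The 40 probes listed for the lysosome had medians of −0.67 in SC, −0.58 in SBM, −0.23 in KM, −0.22 in CU. In CV the median of −0.04 rose to just above 0 with the stricter filter on dim spots. The 21 probes listed for the peroxisome had medians of −0.66 in SC, −0.40 in SBM, −0.14 in CU and −0.07 in KM. In CV the median of the peroxisome probes was 0.08, and below 0 with scaling to the 75th percentile.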

The former pathway was up-regulated in both SC and SBM while the latter were significantly down-regulated in all study groups.

#### Antimicrobial peptides

Because we observed significant regulation of NLR signalling, tryptophan metabolism and mTOR signalling in the groups that showed stronger signs of SBMIE (SBM, SC and KM), we decided to investigate gene expression of antimicrobial peptides in the distal intestine. Intestinal secretion of antimicrobial peptides can protect the host against enteric bacterial pathogens and maintain homeostasis of the intestinal microbiota [39]. Six antimicrobial peptides were represented on the microarray, two were measured by qRT-PCR. Overall, most of the antimicrobial peptides showed stronger down-regulation (compared to FM) in the groups that were more affected by SBMIE (Fig. 6). 

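Probes for 5 antimicrobial peptides of Fig. 6 were found by name in the tables held. All 5 were DE below FM in SC and in SBM, 2 in CV, 2 in KM and 1 in CU. The counts adjusted over the list alone were the same, and the study chose the list on these fish, so they are not independent evidence. With a limit of 1 on the size of the log2 FC, 2 were called in SC and 2 in SBM. The median over the 5 probes fell by 1.00 in SC, and was −0.90 in SBM, −0.42 in CU, −0.37 in KM and −0.35 in CV.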

Lysozymes (*LYG*, *LYSC2*) were significantly down-regulated in both the SBM and the SC groups. 

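LYG (Ssa_GRASP221219635) was DE below FM in SC, where it fell by 1.00 on the log2 scale (SE 0.13), and in SBM (−0.83, SE 0.14, adjusted p = 2e-09). It was not DE in CV (−0.09), CU (−0.17) or KM (−0.16). In KM 1 fish lay far above the others. LYSC2 (Ssa_GRASP209733731) had −0.55 (SE 0.17) in SC and −0.85 (SE 0.19) in SBM, and was also DE in CU at −0.58 (SE 0.17), with an adjusted p of 8.56e-04. With only the FM and CU arrays in the model, it was not DE in CU. In CV it was −0.35 (SE 0.17) and not DE, but was DE with the median of all probes taken off (−0.52).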

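LECH (Ssa_DW535555) had a log2 FC of −2.05 (SE 0.20) in SC and −1.53 (SE 0.22) in SBM, with all fish of both groups below every FM fish (adjusted p = 8.94e-13). In KM (−0.37, SE 0.20) and CU (−0.42, SE 0.20) it was not DE. In SC 1 fish lay far below the others for LECH and INTLP, and in CV 1 fish for LECH. ITLA1 (Ssa_S19097302) was DE in SC (−1.25, SE 0.24), SBM (−1.43, SE 0.26) and KM (−0.92, SE 0.24), with an adjusted p of 4.6e-05. INTLP (Ssa_TC105329) was DE in SC (−0.72, SE 0.20), SBM (−0.90, SE 0.22) and KM (−0.66, SE 0.20), with an adjusted p of 0.00468. With only the FM and KM arrays in the model, INTLP was not DE in KM.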

Expression of Lectins (*ITLA1*, *LECH* and *INTLP*) was significantly lower in the SBM, SC and KM groups. 

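In CV ITLA1 had a log2 FC of −0.72 (SE 0.24) and INTLP −0.63 (SE 0.20), both DE with 9 of 10 fish below the FM mean. With the slide as a block, ITLA1 in CV was −0.69 and not DE. In CU the values were −0.51 (SE 0.24) and −0.36 (SE 0.20), not DE, with 10 of 10 fish below the FM mean for both genes.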

For *ITLA1* and *INTLP*, a significantly lower expression was also found for the CV group. In contrast, the expression of *Cathelicidin 2* (*CATH2*) and *Defensin B4* (*DEFB4*) was significant higher in the groups CV, KM and SC. *CATH2* also showed a significant higher expression in the SBM group.

**Figure 6:**
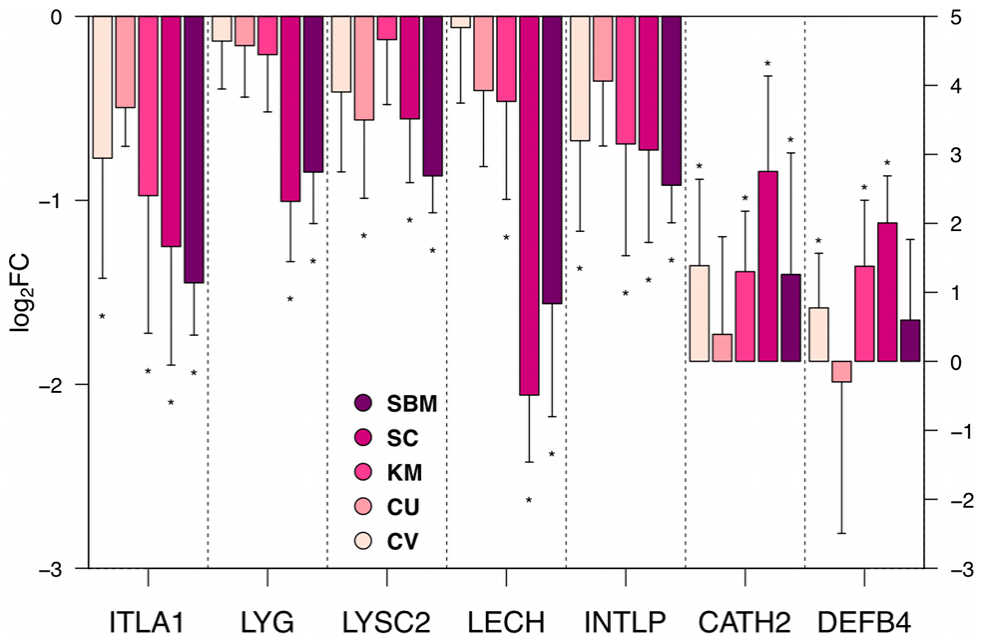
Expression of antimicrobial peptides. Barplots showing the gene expression as mean 

 SD of log

 fold changes relative to FM. An asterisks(*) labelling the bar indicates significant diffrence (*p-value* 

0.05) between the gene expression of the respective group and FM. Genes displayed are: *ITLA1* 

: *Intelectin-1a*; *LYG* 

: *Lysozyme G*; *LYSC2* 

 *Lysozyme C2 precursor*; *LECH* 

: *Hepatic lectin*; *INTLP* 

: *Intelectin-like protein*; *CATH2* 

: *Cathelicidin2*; *DEFB4* 

: *Defensin B4*. The expression levels of the last two genes are displayed on the secondary y-axis. 

: Gene represented on the microarray (

). 

: Gene measured by qRT-PCR (

).

### Microarray validation

To verify the microarray results, five genes were randomly chosen among the DE genes (microarray) and analyzed by qRT-PCR. The results showed a high, significant correlation between the 

 fold changes obtained by qRT-PCR and those obtained by microarray (

, 

: Fig. 7).

**Figure 7:**
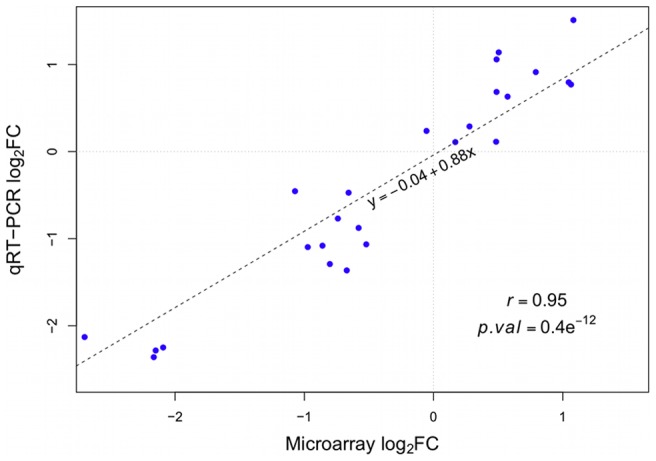
Validation of microarray results by qRT-PCR. Log

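The array log2 FC computed here was set against the qRT-PCR values the paper lists in Table S3 for MA2B1, S17A5, S13A2 and K1C18, of which 20 values in the 5 diets could be matched to a probe. S13A2 was matched through an accession under which Table S2 lists a primer for hepcidin-1, and Table S2 names no primer for S13A2, so which gene the 5 qRT-PCR values of S13A2 measure is open. Without them r was 0.949 and rho 0.807. The values correlated with r = 0.947 and rho = 0.873 and had the same sign in 20 of 20 pairs. One of these was S13A2 in KM, with an array value of 0.0167 that lay below 0 with scaling to the 75th percentile (−0.10), in the deposited table (−0.05), with dim spots kept (−0.07) or set to missing after normalization (−0.07), with the median of all probes taken off (−0.12), and with slide (−0.07) or scan day (−0.01) as a block, so that 19 of 20 signs were the same there. The 5 diets of a gene share the FM fish and the genes differ in level, so the values are not independent and no p is given. With each gene left out in turn r lay between 0.896 and 0.973. Within a gene, over its 5 diets, r was 0.970 for MA2B1, 0.972 for S13A2, 0.771 for K1C18 and −0.632 for S17A5. Over the 15 alternatives run for these genes r lay between 0.941, with the fish number or the slide as a block, and 0.952, with normexp background correction. The array values of MA2B1 (Ssa_S18888482) were −2.17 (SE 0.29) in SC and −2.14 (SE 0.32) in SBM, and those of S13A2 (Ssa_S31963885) −2.70 (SE 0.51) and −2.06 (SE 0.56).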

FCs from the microarray experiment are plotted on the *x-axis*, while log

FCs from the qRT-PCR are plotted on the *y-axis*. qRT-PCR data was normalised to an index of the genes EF1

 and GAPDH. Expression levels of five different genes were compared. For each gene the log

FCs for all five contrasts were calculated and plotted (as listed in Table S3). The dotted line represents the linear regression line. Pearson correlation and the corresponding *p-value* are displayed in the plot.

### Intestinal microbiota

The intestinal microbiota is intrinsically related to the onset and progress of diseases related to intestinal inflammation. We decided to characterise the microbial communities of individual fish by using PCR-DGGE based on the V6–V8 region of the *16S rRNA* gene followed by sequencing of selected bands. We sequenced 55 different bands, which represented six different species (Dataset S4). In the CV group, three bands were identified as *C.vulgaris* which, although it is an eukariotic organism, possess a copy of the *16S rRNA* gene [40]. Additionally, we identified four bands to represent chloroplasts from soy in all except the FM group. Since all these bands represented artefacts of the diets, they were excluded from subsequent analysis.

Clustering of banding patterns revealed two main clusters (Fig. 8A). The first cluster mainly contained samples from the groups FM, CU and CV while the second cluster mainly contained samples from the groups KM, SC and SBM. Overall, the results of the clustering showed that the dietary groups, with the exception of SC and SBM, were separate from each other. The groups SC and SBM formed one cluster, which also contained two samples from the CU group. We could observe that the relative abundance of microbiota in the groups was different as a result of the different diets (Fig. 8B). The FM, CV, CU and KM groups were dominated by the phylum *Proteobacteria* (*Photobacterium phosphoreum*), while the phylum *Firmicutes* (*Staphylococcus warneri*, *S.hominis* and *S.epidermidis*) only accounted for a small fraction. In contrast to these groups, both the SC and SBM groups were dominated by *Firmicutes*, while *Proteobacteria* was less abundant.

**Figure 8:**
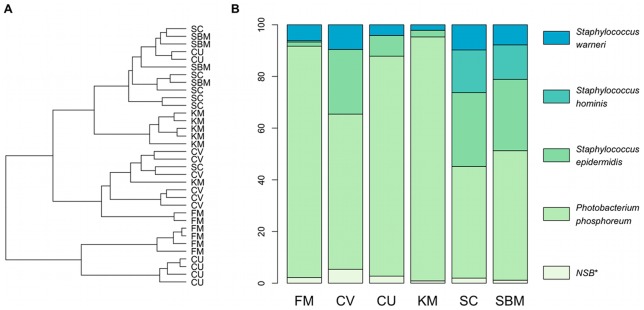
Identification of dominant bacteria in distal intestine. **A:** Dendrogram showing the similarities between 

 DGGE profiles of PCR-amplified fragments of the 16S rRNA gene (V6–V8 region). The dendrogram was created using the Jaccard similarity coefficient as distance measure and Ward's clustering algorithm. **B:** Relative bacterial abundance in the distal intestine of the six different feeding groups. Abundance for a given bacterial species was calculated using the DGGE band intensities. NSB*  =  non sequenced DGGE bands.

## Discussion

In the present study, we investigated the potential of four different microbial ingredients (three yeasts and one microalgae) to counteract SBMIE in Atlantic salmon. Our results show that both CV and CU were functional ingredients that were highly effective to counteract SBMIE. KM showed limited efficiency and SC had virtually no effects. The beneficial effects of the microbial ingredients were observed on the level of morphological changes, epithelial cell proliferation in the crypts and global gene expression in the distal intestine. To some extent a dietary effect could also be seen in the abundance of specific intestinal bacteria.

Pathological changes in the distal intestine of fish suffering SBMIE, condition the loss of large amounts of epithelial cells. This effect is likely causative for the lower relative weight of the distal intestinal segment, found in both the SC and SBM groups and which concurs with the results of previous SBMIE experiments [41], [42]. The high, positive correlation that we found between the relative length of PCNA positive cells and the pathology scores indicates a mechanism by which the intestine attempts to compensate for this loss of cells by increasing the proliferation of epithelial cells in the distal intestine. Such a mechanism is further supported by our gene expression data indicating increased cellular turnover in the groups suffering from SBMIE. Increased epithelial cell proliferation has been observed earlier in SBMIE [17]–[19].

We found a significant higher expression of the chemokine signalling pathway and the leucocyte transendothelial migration in the groups suffering SBMIE in our experiment, which may be indicative for recruitment of T-cells that has been previously shown to occur in SBMIE [11], [18]. However, we found relatively few affected immune system related pathways in the gene set enrichment analysis. One reason for this could be that annotations from KEGG are generally biased towards metabolic pathways [23].

In our experiment, we identified several pathways that were linked by previous studies to SBMIE in Atlantic salmon. Those pathways were: amino acid-, fatty acid- and drug metabolism (P450), as well as cell adhesion molecules, lysosome and peroxysomal processes, immune response [10], [43] and bile secretion [29]. All these pathways were strongly regulated in both the SC and SBM group, less strong in the KM group and even further reduced in the CV and CU groups. Pathway regulation in both the CV and CU groups was in most cases indistinguishable from the FM group, thus confirming a healthy intestine.

In addition, we identified new pathways related to SBMIE. We found an up-regulation of the NLR pathway in both the SBM and the SC groups. This observation seems to support the results of a previous study, showing up-regulation of *MyD88* in SBMIE [9], which is activated by Toll-like receptors (TLRs). Both TLRs and NLRs are important receptors recognising microbial components and thereby activating the innate immune response [31], [44]. Increased paracellular permeability of the intestinal epithelium may result from decreased expression of tight junction proteins that we found in the SC and SBM group. Experiments in Atlantic salmon have indeed shown that SBM increases the permeability of the distal intestine [42]. Hence, suggesting that activation of TLRs and NLRs may result from increased amounts of microbial antigens that have breached the barrier.

Previous work using mice deficient of the NLR NOD2 has shown that NOD2 regulates the expression of antimicrobial peptides [45] However, when assessing the expression of antimicrobial peptides in the distal intestine of Atlantic salmon, we found that only two of the seven antimicrobial peptides measured, displayed up-regulation in the SBM and SC group while the remaining five antimicrobial peptides were down-regulated. Reduced expression of antimicrobial peptides, as found in humans suffering IBD, can result in a weakened intestinal barrier function to intestinal microbes and may cause the pathophysiology of the chronic inflammation [46], [47]. In mice, tryptophan metabolism and especially the tryptophan transporter ACE2 are crucial for providing metabolites for the production of antimicrobial peptides as well as regulating their expression [25]. Hence, we suggest that expression of most antimicrobial peptides in the distal intestine of the groups suffering most from SBMIE (SC and SBM) could be governed by the trypthophan metabolism pathway.

In mammals, specialised secretory cells (Paneth cells) are a main source for antimicrobial peptides in the intestine [39]. Although Paneth cells appear to be absent in teleost species, mast cells and rodlet cells (secretory cells in the intestinal epithelium) have been shown to contain antimicrobial peptides and have been proposed to have Paneth cell like functions [48], [49]. SC as well as the SBM group showed dramatically reduced gene expression of the antimicrobial peptides *LYG* and *LECH* (a C-type Lectin). The bactericidal properties of LECH are not well characterised to date, however, Lysozyme is well known to show bactericidal activities, mostly against Gram-positive bacteria [39]. Hence, we speculate that the reduced expression of these antimicrobial peptides in the SC and SBM groups, could be the cause for the higher relative amount of Gram-positive bacteria (*Firmicutes*) that was found in these groups. The increased relative abundance of *Firmicutes* in the inflamed fish intestine is consistent with studies in rainbow trout [12], [50] and Atlantic salmon (Reveco *et al.* unpublished data). It should be mentioned that the contribution of the microbiota to the pathogenesis of SBMIE has been questioned based on one experiment in Atlantic salmon showing that the broad-spectrum antibiotic oxytetracycline could not mitigate the inflammation when administered together with SBM [51]. However, the oxytetracycline treatment only decreased the number of adherent bacteria.

Imbalance in the intestinal microbiota, or dysbiosis, is now a widely accepted contributing factor to the pathogenesis of IBD [16], a condition that shows similarities to SBMIE. Indeed it has been demonstrated in mice that deficiency of the antimicrobial peptides 

-defensin is related to increased abundance of *Firmicutes* in the intestine [52].

It should be noted that this connection between commensal microbiota and histopathology appears to be quite clear in the SC and SBM groups, it was less clear in case of the KM group. A reason for this result could be that the samples for intestinal microbiota originated from individuals where neither histopathology nor expression of antimicrobial peptides were assessed. The KM group showed the largest variation with respect to histopathology, thus it appears possible that that the relative abundance of microbiota in this group could be the results of coincidental sampling of individuals with low histopathology scores.

*M.capsulatus* is another ingredient found to be efficient to counteract SBMIE in Atlantic salmon [17]–[19]. Furthermore, a recent study showed attenuation of DSS-induced colitis in mice as a result of feeding *M.capsulatus* [53] Based on the morphological changes in the intestine, the epithelial cell proliferation in the crypts of the distal intestine and the highly similar effects on gene expression (Skugor *et al.*, unpublished data) it appears that CV and CU are as effective as *M.capsulatus* to counteract SBMIE in Atlantic salmon. This is remarkable, because it shows that ingredients made from phylogenetic distant clades (yeasts, microalgae and bacteria) when fed to Atlantic salmon all show similar efficiency of counteracting SBMIE, whereas ingredients made from phylogenetic close species (such as CV, KM and SC) show large variations in their effects. Based on these similarities, we suggest that there is a common mechanism, underlying the potential of CV, CU and also *M.capsulatus* to counteract SBMIE. In this context, it is interesting to note that feeding *M.capsulatus* in combination with SBM increases expression of the antimicrobial peptides *LYSC2* and the tryptophan transporter *ACE2* (Skugor *et al.*, unpublished data). Furthermore, SBM diet has a low tryptophan digestibility [54] and *M.capsulatus* is particular rich in tryptophan [55].

In conclusion, we found that that inclusion of CU or CV in diets containing SBM counteracts enteropathy in Atlantic salmon. KM partialy reduced enteropathy, while SC did not have any beneficial effects in our experiment. This is supported by an overall high correlation between histopathology scores, immunohistpathology, gene expression and KEGG pathway regulation. Inclusion of CV, CU or KM affected the bacterial composition in the distal intestine, particular by reducing the relative amount of *Firmicutes* bacteria, suggesting that intestinal microbiota are an important factor for the pathophysiology of SBMIE. Given the current results, we propose that the effects of CV and CU are linked to the maintenance of intestinal homeostasis.

## Materials and Methods

### Ethics statement

The feeding trial was carried out at the Nofima research station in Sunndalsø ra (western Norway), which is an approved facility under the Norwegian Animal Research Authority (NARA). Stunning and sampling of fish were performed in accordance with the Norwegian Animal Welfare Act. Fish were treated as production fish up to the point of tissue sampling which was done only after fish were put to death. Hence, no NARA approval was required required according to Dr. G. Bæ verfjord, member of the national NARA board and local NARA officer at Nofima.

### Fish, rearing conditions and sampling

Non-vaccinated post smolt Atlantic salmon (*Salmo salar* L.) were fed either a FM diet (negative control), a SBM diet (positive control) or one of the four microbial ingredients in combination with SBM (Table. 1) for four weeks. The fish were randomly distributed into 18 circular fibreglass tanks at a density of 20 fish per tank. The tanks contained 460 L seawater (10.3°C, NaCl: 32.5 g/L) which was pumped in at 18 L water/min and received 24 h light per day. The six experimental diets were fed continuously by automatic feeders to triplicate tanks. Feed provided was the same for all groups. For feed preparation please refer to Romarheim *et al* [19].

The fish were anesthetized with tricaine methanesulfonate (60 mg/L) and killed by a sharp blow to the head at the termination of the experiment. The body and organ weights for all 20 fish/tank (60 fish/group) were recorded. In addition, individual tissue samples were taken from seven fish/tank (21 fish/group). Tissue samples from the distal intestine of five fish/tank (15 fish/group) were sampled for histology and immunohistochemistry. Four of those five fish from each tank (12 fish/group) were further sampled for RNA. Digesta/feces samples for PCR-DGGE were taken from the distal intestine of two fish/tank (six fish/group). Histology/immunohistology samples were fixed in 10% neutral phosphate buffered formalin and brought to 70% ethanol after 72 h. RNA and PCR-DGGE samples were snap frozen in liquid nitrogen and stored at −80°C.

### Histological examinations

Formalin fixed samples of the distal intestine were embedded in paraffin according to histological standard procedures. The samples were cut using a microtome and the transverse sections were subsequently stained with hematoxylin and eosin. Sections were evaluated by four different criteria:

- ***Lamina propria***: accumulation of leucocytes such as lymphocytes, granulocytes and eosinophilic granule cells in the *lamina propria*.
- **Epithelium**: reduced supra nuclear vacuolisation, reduced cellular height and increased cytoplasmic basophiilia.
- **Atrophy** – reduced height of intestinal folds.
- **Oedema** – accumulation of protein-rich fluid in the *lamina propia*.

Each category was graded on a scale from 0 to 2, where score 0 indicates no sign of abnormal changes, score 1 weak and score 2 severe changes. The sections were coded and scoring was conducted in a blindfolded manner.

### Immunohistochemistry

Paraffin sections were placed on polylysine coated slides (menzel-Glaeser, Germany), and subsequently dried for at least 12 h at 37°C. The dried sections were then deparaffinized in xylene and re-hydrated in a graded ethanol series. Antigene-retrieval was done by autoclaving the sections for 15 min at 121°C in citrate buffer (10 mM/L citric acid monohydrate, pH 6). To prevent unspecified binding of antibodies, the sections were blocked with normal horse serum containing 5% BSA in TBS for 20 min at room temperature. Sections were then incubated with the primary antibody (mouse monoclonal IgG2

 antibody against PCNA (M0879, Dako, Norway) used at a dilution of 1/400 in 1% BSA/TBS buffer) overnight at 4°C. Subsequent incubation with the secondary antibody (biotinylated horse anti Ig (BA 2000, Vector Laboratories, USA), 1/200 in 1% BS/TBS) was conducted 30 min at room temperature. After incubation with the Avidin-HRP complex (PK-4000, Vector Laboratories) in 1% BSA/TBS for 45 min at room temperature, peroxydase activity was detected using the AEC-kit (15 min exposure, Zymed, USA) and sections were mounted. Between all the steps of the procedure the sections were given three washes in PBS. The only exception was after the blocking step, when the sections were not washed but the serum was gently tapped off.

### RNA extraction

Distal intestinal tissue samples (12 samples/group) were homogenized in Quiazol (Qiagen, Germany) using a bead mill (TissueLyser, Qiagen) and total RNA was subsequently extracted and purified using column purification (96 universal Tissue Kit, Qiagen) according to the manufacturer's instructions. Traces of genomic DNA in the samples were eliminated by on-column-DNase digestion (Qiagen). RNA concentrations for all samples were measured for using a NanoDrop 8000 Spectrophotometer (Thermo Scientific, Norway) and RNA quality determined using a Agilent 2100 Bioanalyzer (RNA 6000 NanoLabChip, Agilent, USA). Based on the RIN values, 

 samples per group were selected for subsequent microarray analysis.

### Microarray hybridization

The customized 8×15K oligo (60-mer) Atlantic salmon microarray (SIQ6, Agilent) was used in the experiment. Unless otherwise stated, all equipment and reagents were from Agilent. Amplification and labeling of 100 ng of total RNA was performed using the Low Input Quick Amp Labeling Kit (One-Color). All steps were conducted according to the Agilent protocol (One-Color Microarray-Based Gene Expression Analysis, Version 6.5). Analysis of the microarray images was done in Agilent Feature Extraction (Version 10.7.1.1) Software using the one-color (GE1

107

Sep09) protocol.

### Microarray analysis

Normalization and analysis of the data was done in R/Bioconductor [56] using the Bioconductor package “limma” [57]. To generate the data-set, background corrected spot intensity signals (*gProcessedSignal*) were filtered according to the following criteria provided by the Feature Extraction software: *gIsPosAndSignif*, *gIsFeatNonUnifOL*, *gIsWellAboveBG* and *ControlType* (a description of the feature results can be found in the Feature Extraction Software Reference Guide). All control spots were removed from the data set and expression values were normalized by quantile normalization in order to adjust the scale of intensities across arrays [58]. The data was then log

 transformed and probe sets showing more than 

 missing values were discarded from the data set, classifying 12065 (80%) probe sets as present. The remaining missing values were imputed using the method based on K Nearest Neighbours [59] implemented in the Bioconductor package “impute”. In total, less than 

 of the values were imputed. Processed and raw microarray data is publicly available at NCBI's GEO repository (Series Nr. **GSE44978**). Differential expression was assessed by fitting the following linear model to each probe set:
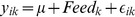
(1)Where 

 is the 

 intensity of the 

 sample of feeding group *k*. 

 denotes the feeding group and 

 is the error. Subsequent to fitting the linear model, five contrasts comparing each dietary groups against the FM group were extracted for each probe set. Improved variance estimates were computed using empirical Bayes moderated statistics from the “limma” package [60]. Multiple hypothesis testing was accounted for by using the “nestedF” method implemented in the “limma” package [57]. Probes were considered to be significant for a specific contrast when the adjusted 

-value 

0.05 and the corresponding 

 was 

.

#### Gene set enrichment (GSE)

KEGG annotations for the probes were obtained through KAAS [61]. Prior to performing GSE analysis, probes mapping to the same gene were collapsed to the probe showing the largest variance (reducing the data set from 3791 to 2631 probes). Subsequently, probes without KEGG annotation were removed from the data set, retaining 1087 genes in 284 different KEGG pathways in the final data set. GSE was analyzed using the GSVA algorithm implemented in the “GSVA” package [62]. Only pathways containing more than 10 and less than 100 genes were considered in the analysis. The resulting GSVA score matrix (KEGG pathway score by sample matrix) was analyzed by fitting the same linear model (Equation 1) to each pathway and extracting the same contrasts as before. The resulting *p-value* (F-statistics) was corrected for multiple testing [63]. KEGG pathways with an adjusted *p-value* 

 were regarded as significantly regulated (

 KEGG pathways). *P-values* for the contrasts were corrected for multiple testing [63] simultaneously across all pathways and contrasts. The R Code to reproduce the microarray analysis can be found at: http://www.umb.no/iha/artikkel/specific-microbial-ingredients.

### qRT-PCR

Single strand cDNA was reverse transcribed from total, DNase treated, RNA using oligo-dT primers and the Taq Man reverse transcription Kit (Applied Biosystems, USA). qRT-PCR was performed in 96-well optical plates on a Light-Cycler 480 (Roche, Switzerland). For the PCR reaction 2x SYBR green I master Mix (Roche), 0.41 nM of each primer and the cDNA template were mixed in a total reaction volume of 10 

l. Primer sequences are listed in Table S2. A three step PCR protocol with 45 cycles [95°C 15 s; 60°C 15 s; 72°C 15 s] was used. To verify specific amplification a melting curve analysis step was done at the end of the program. All samples were analyzed in duplicates and for each measured gene a standard curve was produced using a serial dilution from a pool of all cDNA samples.

The expression levels were normalised to the expression index of the housekeeping genes *Elongation factor 1* 

 (*EF1* 

) and *Glyceralaldehyde-3-phosphatase* (*GAPDH*), which were found to be stably transcribed in all samples according to the software geNorm [64]. Significance was tested by fitting a ANOVA model (Equation 1) to the data. However, this time 

 denotes the 

CP value (multiplied by 

 to be interpretable as 

 expression value) of the 

 sample of feeding group *k*.

### DNA extraction

Total genomic DNA was extracted from digesta samples of two individuals per tank (

 per dietary group) by using the QIAamp DNA stool Mini Kit (Qiagen) following the protocol for isolation of DNA from stool for pathogen detection. The lysis temperature was 95°C to ensure the lysis of Gram-positive bacteria. DNA concentration was determined using a NanoDrop 8000 Spectrophotometer (Thermo Scientific).

### PCR-DGGE

PCR amplification of V6–V8 region of the 16S rRNA genes was conducted using the universal bacterial primers F-968 including a 40-bp GC clamp at the 5'end (F-968GC) and R-1401 [65] on total genomic DNA samples. The PCR reaction mixture used was previously described by Yu and Morrison [65]. After an initial cycle [94°C 4 min; 58°C 1.5 min; 72°C 1.5 min], a touchdown-PCR was conducted as follows: [94°C 30 s; 58°C 30 s; 72°C 1 min] followed by 5 cycles with 1°C/cycle decrement. Then, 28 cycles of [94°C 45 s; 53°C 45 s; 72°C 1 min] and a final extension at 72°C 10 min. Successful amplification was confirmed by agarose gel electrophoresis.

DGGE analysis was performed using the INGENYphorU system (Ingeny International BV, Netherlands). PCR products were resolved on 8% polyacrylamide gels (37.5:1) in 1X Tris-acetate-EDTA (TAE) buffer (40 mM Tris-acetate, 20 mM acetic acid, 1 mM EDTA) with a gradient of 42–58% of urea and formamide (100% denaturant corresponding to 7 M urea and 40% [v/v] formamide). DGGE gels were run at 60°C with a constant voltage of 75 V (1200V-h). The DGGE gels were stained with SYBRGold Nucleic Acid Gel Stain (Invitrogen Dynal AS, Oslo, Norway) in 1X TAE buffer for 10 min and scanned on the Gel Doc XR System (Bio-Rad laboratories, Norway). After normalization of the gels DGGE profiles were documented (as area under the Gaussian curve approximating for each band) using GelCompar II V6.0 software (Applied Maths Inc., USA). Selected DGGE bands were excised and the DNA eluted in water. DNA was re-amplified using F-968 and R-1401 primers and subsequently purified using a MultiScreen PCR

96 Filter Plate (Millipore A/S, Norway). The re-amplified fragments were then sequenced using BigDye Terminator v3.1 Cycle Sequencing Kit on an ABI 3730 DNA analyzer (Applied Biosystems, Foster, USA) with the F-968 and R-1401 primers. The sequences were edited and aligned by using BioEdit and ClustalW, respectively. The resulting sequences (359–401 bp) were compared and identified by using BLASTN searches in the GenBank based on the nearest known relative. The sequences are available at the European Nucleotide Archive (http://www.ebi.ac.uk/ena/); accessions: HG326234–HG326252).

### Data analysis

The *non-parametric* scores from the histological examinations were analyzed using the Kruskal-Wallis one-way ANOVA by ranks and the *non-parametric* Nemenyi-Dunn test [66] as *post-hoc* test. Morphometry was done on PCNA stained sections. The length of the stretches of PCNA positive epithelial cells, located in the crypts of the intestinal folds, were measured using ImageJ software [67] and expressed as:
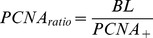
(2)Where 

 is the length of the stretches of PCNA positive cells and 

 is the base line, the total length of the intestinal folds. In order to asses differences between the groups, a one-way ANOVA test was conducted on 

 transformed PCNA ratios, followed by a Tukey HSD test as *post-hoc* test. Production data was analyzed by one-way ANOVA followed by a Tukey HSD test as *post-hoc* test. Relative bacterial abundance was determined by first transforming the band intensities (area under the Gaussian curve approximating a DGGE band) in each individual sample (lane) to percent, followed by averaging the band intensities (in %) for each bacterial species, across all samples from the same dietary group.

All statistical tests were conducted within the statistical software R (Version 2.15.1, http://cran.r-project.org/).

## Acknowledgments

The authors would like to thank Frank Sundby and Kyla Randall for their support during collection and processing of the fish samples, Inger Rudshaug for excellent work with histology/immunohistochemistry and Dr. Aleksei Krasnov for providing the microarray. Furthermore, we would like to thank You Song and Dr. Knut Erik Tollefsen for providing technical help during the scanning.

## Supporting Information

Figure S1Histology of the distal intestine of Atlantic salmon fed diets with FM (fish meal), CV (*Chlorella vulgaris*), CU (*Candida utilis*), KM (*Kluyveromyces marxianus*), SC (*Saccharomyces cerevisiae*) or SBM (soybean meal). As compared with the FM (control) SBM shows an accumulation of leukocytes (arrows) in the tissue between the epithelium and the stratum compactum (*), a reduced vacuolization and cellular height of the epithelial cells and increased cytoplasmic basophilia of the epithelial cells (filled arrowheads), atrophy with shortening of the intestinal folds, all changes corresponding to SBM induced enteropathy (SBMIE). Open arrowheads indicate a normal, vacuolated epithelium. CV and CU images shown here are considered to be i n the normal range. KM and SC show changes typical for SBMIE. The sections were stained with hematoxylin and eosin. Magnification is the same for all images; scale bar in the upper left corner is 200 

.(TIF)Click here for additional data file.

Figure S2 Immunohistochemistry for PCNA (proliferating cell nuclear antigen) of the distal intestine of Atlantic salmon fed diets with FM (fish meal), CV (Chlorella vulgaris), CU (Candida utilis), KM (Kluyveromyces marxianus), SC (Saccharomyces cerevisiae) or SBM (soybean meal). As compared with the FM, CV and CU the diets KM, SC, and SBM show an increase in the size of the population staining for PCNA (brown). Magnification is the same for all images; the scale bar in the upper left corner is 200 micrometers.
(TIF) Click here for additional data file.

Dataset S1
**Differentially expressed probes**, identified by comparing expression levels of the study groups (SBM: soybean meal; CV: *Chlorella vulgaris*; CU: *Candida utilis*; KM: *Kluyveromyces marxianus*; SC: *Saccharomyces cerevisiae*) against those of the negative control group (FM: fish meal). ID (Col. A)  =  probe ID; CV.FM – SBM.FM (Col. B–F)  =  log

FCs of the respective dietary group relative to the FM group; AveExp, F, P.Value, adj.P.Val (Col. G–J)  =  Average log

 signal; F-value, P-value, adjusted P-value; CV-FM – SBM-FM (Col. B-F)  =  boolean indicator (1 =  probe DE for the respective contrast, 0 =  not DE).(XLS)Click here for additional data file.

Dataset S2 **Gene set enrichment analysis results** for all KEGG pathways with more than 10 and less than 100 genes. CV-FM – SBM-FM (Col. A–E)  =  Average pathway enrichment score of the respective dietary group relative to the FM group; KEGG pathway (Col F)  =  KEGG Orthology (KO) pathway ID; Name (Col G)  =  KEGG Orthology (KO) pathway Name; L1–L2 (Col H-J)  =  KEGG pathway meta information; F, P.Value, adj.P.Val (Col. J–L)  =  F-value, P-value, adjusted P-value; Signif:CV-FM – Signif:SBM-FM (Col M-Q) =  boolean indicator (1 =  pathway DE for the respective contrast, 0 =  not DE)
(XLS) Click here for additional data file.

Dataset S3
**Gene set enrichment analysis results II**, showing genes and their differential expression per KEGG pathway. probe ID (Col. A)  =  probe ID; kegg_orthology (Col. B)  =  KEGG orthology annotation for the gene; KEGG_pathway (Col. C)  =  KEGG Orthology (KO) pathway ID; gene_name (Col. D)  =  Gene name; gene_symbol (Col. E)  =  Gene symbol; CV-FM – SBM-FM (Col. F–J)  =  log

FCs of the gene (of the respective dietary group) relative to the FM group; AveExp, F, P.Value, adj.P.Val (Col. K–N)  =  Average log

 signal; F-value, P-value, adjusted P-value(XLS)Click here for additional data file.

Dataset S4 **Blast results for sequenced DGGE bands.**
(XLS) Click here for additional data file.

Table S1
**Correlation matrix** showing the spearman correlation of the four different histological scores (*Lamina propria*, Epithelium, Atrophy, Oedema) and the 

 transformed length of PCNA positive regions in the crypts of the distal intestine.(PDF)Click here for additional data file.

Table S2 **qRT-PCR primer**
(PDF) Click here for additional data file.

Table S3 **Microarray validation**
(PDF) Click here for additional data file.

# Supplementary material for: Candida utilis and Chlorella vulgaris Counteract Intestinal Inflammation in Atlantic Salmon (Salmo salar L.)
**Source:** PLoS One. 2013 Dec 27;8(12):e83213. doi: 10.1371/journal.pone.0083213
**Supplement:** Table S1 — Correlation matrix showing the spearman correlation of the four different histological scores (Lamina propria, Epithelium, Atrophy, Oedema) and the transformed length of PCNA positive regions in the crypts of the distal intestine.

|                       | <i>L.prop</i> | Epit. | Atrophy | Oedema |
|-----------------------|---------------|-------|---------|--------|
| Epit.                 | 0.94          |       |         |        |
| Atrophy               | 0.92          | 0.95  |         |        |
| Oedema                | 0.81          | 0.87  | 0.87    |        |
| $\log_2(\text{PCNA})$ | 0.68          | 0.70  | 0.67    | 0.61   |

# Supplementary material for: Candida utilis and Chlorella vulgaris Counteract Intestinal Inflammation in Atlantic Salmon (Salmo salar L.)
**Source:** PLoS One. 2013 Dec 27;8(12):e83213. doi: 10.1371/journal.pone.0083213
**Supplement:** Table S2 — qRT-PCR primer

| Acc      | Gene Name                                                | Forward 5'-3'          | Reverse 5'-3'         |
|----------|----------------------------------------------------------|------------------------|-----------------------|
| BT050045 | Glyceraldehyde 3-phosphate dehydrogenase                 | AAGTGAAGCAGGAGGGGTGGAA | CAGCCTCACCCCATTGTGATG |
| BG933853 | Elongation factor 1-alpha                                | TGCCCCCTCCAGGATGTCTAC  | CACGGCCCCACAGGTACTG   |
| CB514404 | Lysosomal alpha-mannosidase                              | ACTGCAGCCTCTCATCTCGT   | TGCCTGTAGCCCAGAGAACT  |
| CK885977 | Keratin, type I cytoskeletal 18                          | ATGGGCAATGAGAAGTTTGC   | TCCAGGTTCTCTACCATCTC  |
| DY692675 | Hepcidin-1                                               | AGTCATGGATATGGCGAAGG   | GTGCGATGTTGATGGTGATG  |
| EG845759 | Phosphatidylinositol 4-phosphate 1 5-kinase-like protein | ATTCCATGGCCAGAGTG TTC  | TAAAGCCCATGGACCAAGAC  |
| TC113038 | Sialin                                                   | CACCAACACTTTCGCGACTA   | TGCCAAACAAGGTGAAGACA  |
| AY360357 | cathelicidin 2                                           | GGAGACGCTCTGCAGTAAGG   | AGCATCTTCTGCCTCCATGT  |
| EG781611 | Defensin b4                                              | CCATTTGGACCTTTTGGATG   | TGGAGGAACATCAATGCAGA  |

# Supplementary material for: Candida utilis and Chlorella vulgaris Counteract Intestinal Inflammation in Atlantic Salmon (Salmo salar L.)
**Source:** PLoS One. 2013 Dec 27;8(12):e83213. doi: 10.1371/journal.pone.0083213
**Supplement:** Table S3 — Microarray validation

| Contrast | $\log_2 FC$ Microarray | $\log_2 FC$ qRT-PCR | Gene Name                                                |
|----------|------------------------|---------------------|----------------------------------------------------------|
| CV-FM    | -0.52                  | -1.07               | Lysosomal alpha-mannosidase                              |
| CV-FM    | -0.67                  | -1.36               | Sialin                                                   |
| CV-FM    | 0.17                   | 0.11                | Solute carrier family 13 member 2                        |
| CV-FM    | 0.28                   | 0.29                | Keratin, type I cytoskeletal 18                          |
| CV-FM    | 0.50                   | 1.14                | Phosphatidylinositol 4-phosphate 5-kinase-like protein 1 |
| CU-FM    | -0.86                  | -1.08               | Lysosomal alpha-mannosidase                              |
| CU-FM    | -0.58                  | -0.88               | Sialin                                                   |
| CU-FM    | -0.66                  | -0.47               | Solute carrier family 13 member 2                        |
| CU-FM    | 0.48                   | 0.11                | Keratin, type I cytoskeletal 18                          |
| CU-FM    | 0.57                   | 0.63                | Phosphatidylinositol 4-phosphate 5-kinase-like protein 1 |
| KM-FM    | -0.74                  | -0.77               | Lysosomal alpha-mannosidase                              |
| KM-FM    | -0.97                  | -1.10               | Sialin                                                   |
| KM-FM    | -0.05                  | 0.24                | Solute carrier family 13 member 2                        |
| KM-FM    | 0.49                   | 0.68                | Keratin, type I cytoskeletal 18                          |
| KM-FM    | 0.49                   | 1.06                | Phosphatidylinositol 4-phosphate 5-kinase-like protein 1 |
| SC-FM    | -2.16                  | -2.36               | Lysosomal alpha-mannosidase                              |
| SC-FM    | -0.80                  | -1.29               | Sialin                                                   |
| SC-FM    | -2.70                  | -2.13               | Solute carrier family 13 member 2                        |
| SC-FM    | 0.79                   | 0.91                | Keratin, type I cytoskeletal 18                          |
| SC-FM    | 1.08                   | 1.51                | Phosphatidylinositol 4-phosphate 5-kinase-like protein 1 |
| SBM-FM   | -2.15                  | -2.28               | Lysosomal alpha-mannosidase                              |
| SBM-FM   | -1.07                  | -0.45               | Sialin                                                   |
| SBM-FM   | -2.09                  | -2.25               | Solute carrier family 13 member 2                        |
| SBM-FM   | 1.05                   | 0.80                | Keratin, type I cytoskeletal 18                          |
| SBM-FM   | 1.06                   | 0.77                | Phosphatidylinositol 4-phosphate 5-kinase-like protein 1 |

How the deposited data were processed for this re-analysis (not part of the article)

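Gene expression in the distal intestine of Atlantic salmon was measured on 57 one-colour Agilent arrays, 1 per fish, after 4 weeks on 1 of 6 diets (10 fish each fed FM, CV, CU, KM and SC, and 7 fed SBM). The labels name the diets by letters. The letters were set to diets because the histology scores per fish that Fig. 4 shows under each diet's name equal those of exactly 1 letter group, and because only 1 group has 7 fish. The histology of a diet is therefore not independent evidence and is described without a test between diets. The labels do not name tanks, so fish are treated as independent and an effect of the tank cannot be separated from that of the diet.

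The authors made the intensity values with Agilent Feature Extraction, and deposited for each array the processed signal of every spot, after background subtraction and before normalization between arrays. They also deposited a table of quantile normalized log2 values for 12064 probes, of which 12053 are among the probes tested here. It was used as an alternative. The median correlation between an array's values in this table and those computed here was 0.99996. The histology score of each fish was given by the authors in the labels for the lamina propria, epithelium, atrophy and oedema.

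From the intensities, control spots (536 of 15377) were left out. A spot was set to missing when it was not positive and significant, not well above background, or marked as not uniform. The intensities were then quantile normalized with limma and log2 transformed. The paper's text names the step that leaves out probes with many missing values, but its limit is not legible in the text used. The limit of 15% of the arrays was taken as the multiple of 5% that leaves the number of probes closest to the 12065 of the paper. The limit of 0.4 on the size of the log2 FC was read from the smallest values in Dataset S1. Missing values were imputed from the 10 nearest probes. Tested on 500 hidden values of the 10615 probes measured on every array, the median absolute error was 0.15, against a median SD of 0.33 per probe. Dim probes have no value here, and the number of arrays limits the precision. Different probes of 1 gene were kept apart.

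One limma model with a mean per diet was fitted to all arrays, with contrasts of the other 5 diets against FM, moderated variances, the nested F-test with Benjamini-Hochberg adjustment at 0.05 and the limit on the log2 FC. CV, CU, KM and SC were also contrasted with SBM in the same model, with adjustment per contrast. Tested on simulated data with the variances of the 12065 probes and 200 changed probes per diet, a log2 FC of 1 was recovered for 187 probes in CV, 184 in CU, 191 in KM, 189 in SC and 176 in SBM. A log2 FC of 0.6 was recovered for 144, 144, 139, 139 and 111. Between 8 and 19 unchanged probes were called. Since all diets share the FM fish, correlations, shared signs and slopes were set against 100 simulations of unchanged groups against the same FM arrays. Other splits of the fish, 100 per comparison, were drawn at random. Fish of the same number lie on 1 slide within the set of FM, SBM and CU and within that of SC, CV and KM, up to number 9. The deviations of such fish from their diet means correlated with a mean r of 0.123 over 50 pairs, between −0.205 and 0.468, with 28 pairs above 0.1. For FM and SBM the mean was 0.149 over 7 pairs. The other 85 pairs of the same number had a mean of 0.0243, between −0.380 and 0.404, with 20 above 0.1. For the comparisons within FM, SBM and CU, splits that exchange the diets within such pairs were also drawn.

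The genes named are, apart from genes not analysed here, those that the results text, the legends of Figs. 5 and 6 or Table S3 name and that the tables pair with a probe. Each is given at the probe that Dataset S3 lists for the pathway, otherwise at the probe of Dataset S1 or of the array files, and of several at the one with the largest variance over the 57 arrays, with the direction of the others where they differ. Added to these are the 3 DE probes with the largest rise and the 3 with the largest fall in SC and in SBM, 1 per gene symbol. Of probes without a gene name, 2 that rose and 2 that fell are printed. This rule, the model, the comparisons and the alternatives were fixed before the data were examined, apart from 4 alternatives added later, normexp background correction of the median signal, dim spots set to missing after normalization, the median log2 FC of all probes taken off the arrays of each diet, and response scores with the probes chosen and the scores taken against separate FM fish. The alternative of normexp on the mean signal, also fixed then, was not run, because the array files hold no column for the mean signal. The other alternatives were scaling to the 75th percentile, no filter or a stricter filter on dim spots, no imputation, the deposited table, slide, scan day or fish number as a block, adjustment per contrast, no limit or a limit of 1 on the log2 FC, a model of FM and 1 diet only, separate FM fish for each diet, and all probes in place of those DE.

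Gene names were taken from Dataset S1 and Dataset S3, of which the first 1999 of 3791 and the first 1999 of 2179 lines are held. Dataset S3 lists probes that the study found DE in these fish, so pathways were described by the median log2 FC of their 790 listed probes and no gene set enrichment was tested. PIP5K, ABCG8, CATH2, DEFB4 and CADH1 were not analysed here, since the tables held pair them with no probe. The comparison with qRT-PCR was planned over 5 genes and made over 4, with 20 values.

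The response score of a fish is the mean log2 value of the probes above FM in SBM minus that of the probes below, relative to the FM mean. Its relation to histology was tested with two-sided permutation tests of 100000 resamples. R 4.3.3 with limma 3.58.1 and data.table 1.17.8 was used for the arrays, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 for the scores, tests of correlation and figures.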

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

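Of the tests below, those of mislabelled fish, of splits within fish of 1 number and slide, of slide, slide column and scan day on the response shared by SC and SBM, and of the order of normalization and filter were chosen only after the results were seen. The rule by which the relation of score and histology in KM was judged was also altered after its value was seen.

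Each measure per fish was checked for a fish far from the rest of its diet, by the gap to the nearest fish over the range of the diet. Of 65 groups 7 exceeded the critical value, where chance gives 5%. The histology sum of CV fish 7 was 7, the next CV fish having 1 (gap over range 0.857). Its LECH value of −0.88 was also far below the next of −0.19 (0.482), and its response score of 1.19 was the highest in CV. If the label were wrong, the array would resemble another diet. With the fish left out of its own group, its array correlated with r = −0.0891 with the mean of CV and most with that of SBM (0.274). But only 5 of 10 CV fish were nearest to their own diet, so a mislabelled fish and a CV fish with enteritis cannot be told apart.

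The histology sum of SBM fish 5 was 6, while the other 6 SBM fish had 8 each (gap over range 1.0). Its array was nearest to its own diet (r = 0.231, against 0.106 for the next diet), which argues against a mislabelled sample. Its response score of 1.18 was the lowest in SBM, the next being 1.41, a gap within the critical value (0.372 of the range), and its array had the most missing spots in SBM (2535). A milder response of this fish stays open.

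LYG in KM fish 2 was 0.50, the next KM fish being at −0.01 (gap over range 0.482). Its array correlated with r = 0.203 with the mean of KM and with 0.460 with that of CV. As only 2 of 10 KM fish were nearest to KM, a wrong label cannot be told apart from a fish of KM. In SC fish 6, LECH was −2.88 against −2.28 for the next fish (0.495) and INTLP −1.89 against −0.98 (0.492), and its response score of 1.89 was the highest in SC. These values lie below those of every fish of the other diets, of which the lowest were −2.11 for LECH and −1.76 for INTLP, and its array was nearest to SC (r = 0.611, against 0.569 for the next diet). This argues against a mislabelled sample, as in any other diet the fish would lie farther out. A stronger response of this fish stays open.

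FM fish 3 had 3320 missing spots, the next FM fish 2495 (gap over range 0.473). As the reference of all contrasts, it could raise the calls above FM in CV and KM. Without this fish 933 probes were DE in CV, 89.8% of them above FM, and 1116 in KM, 77.4% above FM. The array with the most missing spots is therefore not the whole cause of this excess. No biological explanation was tested for the missing spots.

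The effects of the microbial diets differed from that of SBM, by direct contrasts, in 1270 probes in CV, 877 in CU, 1045 in KM and 37 in SC. Other splits of the same fish gave at most 681, 347, 74 and 8 probes. The real split was the only one of 100 as large in each case, 1 of 100, which argues against a chance division of single fish. A share below 1 of 100 cannot be seen with 100 splits. Since single fish are exchanged, the splits cannot address chance differences between tanks. For the counts of CV, CU, KM, SC and SBM against FM and for the total, the real split was again 1 of 100. The highest counts of other splits were 619, 563, 876, 1122 and 2136, and 2 for the total. Splits that exchange the diets only within fish of 1 number and slide gave at most 1913 probes for SBM against FM, 548 for CU against FM and 450 for CU against SBM, and the real split was again 1 of 100. The shift of the normalization in CV and KM bears on the counts against FM, and the deposited table gave 1299, 923, 1178 and 94 probes against SBM. Diet stays among the open explanations, together with the tank, which the labels do not give, and with the column of the slide, which nearly follows the diet. Only 1 fish each of FM, CV, KM and SC lies outside its diet's column, which is too few to part column from diet. The column is shared by 9 FM and 9 SC fish, and by 9 CV fish and the 7 SBM fish, so it bears least on SC against FM and on CV against SBM.

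SC and SBM shared their response, with 1799 DE probes. The column of the slide nearly follows the diet, and FM and SC lie in the same column, as do SBM and CV. If the column were the cause, CV would resemble SBM more than SC does, but r was 0.724 for CV and 0.905 for SC. With the slide as a block 1782 probes were shared, and with the scan day 1847, which argues against slides and scan days. With separate FM fish, which share no FM values, r was 0.853, above also the highest r of 0.846 in 100 simulations of unchanged groups that share the FM fish, which argues against the shared FM fish as the whole cause. A response to soybean meal that is common to both diets is a hypothesis consistent with these values, while the tank stays open.

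Among the 2776 dim probes, which the paper's filter leaves out, 3 were detected on all 7 SBM arrays and on 0 of 10 FM arrays (Fisher's exact test, adjusted p = 0.0476), and 1 on all 10 SC arrays and 0 of 10 FM arrays (adjusted p = 0.0301). They were chosen after their values were seen. Ssa_S35548105 was at least 13.5-fold higher in SBM and at least 6.90-fold in SC, Ssa_S18843086 at least 2.49-fold and Ssa_CK879834 at least 1.31-fold in SBM. The bound sets the mean of the diet's arrays against the mean of, on each FM array, the higher of the probe's own signal and the lowest signal well above background. Arrays differ in how many spots pass the criteria. But in CV and KM, whose arrays have the fewest missing spots, 0 such probes were found, which argues against this. Of 100 splits of the FM and SBM fish, 1, the real one, gave as many. Of those of FM and SC, 2 did. An effect of the diet may explain these probes, as a hypothesis.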

How the results depend on the processing

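The alternatives of normexp background correction, of dim spots set to missing after normalization, of the median of all probes taken off the arrays of each diet and of response scores against separate FM fish were chosen after seeing the data. All others were set before. No correlation between diets, slope on SBM or called value of a named gene changed its direction under any alternative run. The balance of calls above and below FM did change sides. With scaling to the 75th percentile 43.8% of the calls lay above FM in CV, 43.1% in KM, 41.4% in SBM and 46.5% in SC, in place of 94.2%, 83.2%, 61.3% and 58.8%. With the median of all probes taken off the shares were 43.4%, 47.8%, 46.8% and 48.5%. That setting puts the median log2 FC of each diet at 0 by construction, so these shares are no separate test of the balance. In CU, where it was 37.4%, the share was 50.7% without the filter on dim spots and 54.5% with a limit of 1 on the log2 FC, and in SC it was 41.4% with that limit. Pathway medians near 0 also changed sign, as given with them, as did the array value of S13A2 in KM, which is not called. The cause of the changes below was not tested unless it follows from the alternative itself or is named.

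The counts of DE probes in SC and SBM stayed within 1.5 times under 13 of 15 alternatives, those in KM under 11, in CU under 11 and in CV under 7. With scaling to the 75th percentile 577 probes were DE in CV and 188 between SC and SBM. Without the filter on dim spots these were 588 and 74, with the deposited normalized values 634 and 94, and with dim spots set to missing after normalization 569 and 138. With the median of all probes taken off 546 were DE in CV and 860 in KM. With FM and CU as the only diets in the model, 144 probes were DE in CU.

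With no limit on the log2 FC 2257 probes were DE in CV, 1304 in CU and 2192 in KM, 550 in both CV and CU and 1590 in both KM and SC. With a limit of 1, which by construction calls fewer probes, 694 were DE in at least 1 diet. These were 82 in CV, 55 in CU, 126 in KM, 497 in SC and 493 in SBM. CV and CU then shared 35, KM and SC 96 and SC and SBM 338. Of the tryptophan genes 6 were below FM in SC and 4 in SBM, and of the antimicrobial peptides 2 in SC and 2 in SBM.

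With normexp 2346 probes were DE, 343 in CV, 334 in CU, 541 in KM, 1677 in SC and 1786 in SBM, 141 in both CV and CU and 452 in both KM and SC. Against SBM 806 were DE in CV, 564 in CU and 631 in KM. The correlation was 0.856 between CU and KM and 0.932 between SC and SBM, and 95.6% of the probes had the sign of SBM in KM. Of the tryptophan genes 7 were below FM in SC. The response score in CU correlated with histology at r = 0.767 with an adjusted permutation p of 0.0434, the range of this p over the alternatives being 0.0434 to 0.114.

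With separate FM fish for each diet, which removes the shared chance values, r fell in each pair, to 0.604 (CV and CU), 0.670 (CV and KM), 0.592 (CV and SC), 0.636 (CV and SBM), 0.630 (CU and KM), 0.637 (CU and SC), 0.713 (CU and SBM), 0.731 (KM and SC), 0.696 (KM and SBM) and 0.853 (SC and SBM). Over all probes r was 0.595 (CV and SC), 0.647 (CU and SC), 0.744 (CU and SBM), 0.74 (KM and SC) and 0.858 (SC and SBM), and the sign of SBM was found in 74.6% in CV, 78.0% in CU, 76.3% in KM and 81.2% in SC.

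With the fish number as a replicate block, 17 probes were DE between SC and SBM. It moved no other count by over 1.5 times. Over the 6 diets a number marks no common batch. Within the sets of diets that share slides the slide as a block takes up the pairing, and it moved no count by over 1.5 times. Of the calls of named genes it changed only that of ITLA1 in CV, which was lost (−0.69).

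The mean response score stayed within 1 SD under each alternative run, among them separate FM fish for the choice of probes and the score, except for the score from probes with a log2 FC of at least 1 in SBM, which by construction change more. It was then 1.01 in CV, 1.13 in CU, 1.32 in KM, 2.72 in SC and 3.04 in SBM.

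For the named genes, 1885 values under 15 alternatives were compared with those given. They cover SC, SBM and the other diets where a gene was called, and also some values without a call, such as LYSC2 and LECH in CV. Of these, 1708 kept their call, 158 were no longer called, 19 were newly called and 0 called values reversed. A value without a call could change sign and still count as kept. LECH in CV did so with scaling to the 75th percentile (0.0376 to −0.12). The limit of 1 on the log2 FC, which by construction calls fewer genes, accounts for 61 of the calls lost, normexp for 34 and the models of FM and 1 diet for 18. Normexp on the mean signal, set before, was not run. Spots near the background limit what dim probes can show.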

Differences from the paper's values

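The number of probes DE in CV was 1273, while the paper's value is 634. Of the alternatives set before the data were examined, the count does not differ by this measure with scaling to the 75th percentile (577), without the filter on dim spots (588), in the deposited table (634) and with FM and CV only in the model (942). It differs with the stricter filter on dim spots (1136), without imputation (1228), with slide (1414), fish number (1337) or scan day (1406) as a block, with adjustment per contrast (1310), and with no limit (2257) or a limit of 1 (82) on the log2 FC. Setting dim spots to missing after normalization, an alternative chosen after seeing the values, gave 569, and taking off the median of all probes, also chosen after seeing them, gave 546, neither of which differs by this measure. Normexp, chosen then as well, gave 343.

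The number of probes DE in both CV and KM was 732, and the paper's value is about 340 in Fig. 3, read by eye. The value does not differ with scaling to the 75th percentile (293), without the filter on dim spots (302) and in the deposited table (340). For CV and SC it was 706, and the paper's value is about 420 in Fig. 3. It does not differ under the same alternatives (371, 385 and 417). For both pairs it differs under the other alternatives set before. For CV and SBM it was 694, and the paper's value is about 450 in Fig. 3. It does not differ with scaling to the 75th percentile (439), without the filter on dim spots (418), with the stricter filter (660) and in the deposited table (447), and differs under the others set before. With dim spots set to missing after normalization, chosen after seeing the values, the counts of these 3 pairs were 290, 370 and 419 and do not differ, nor do they with the median of all probes taken off (300, 351 and 397), also chosen then. With normexp, also chosen then, they were 190, 235 and 266 and differ.

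The array log2 FC of S13A2 in KM was 0.0167, and the paper's value in Table S3 is −0.05. It does not differ with scaling to the 75th percentile (−0.10), without the filter on dim spots (−0.07), in the deposited table (−0.05) and with slide (−0.07) or scan day (−0.01) as a block. It also does not differ with dim spots set to missing after normalization, an alternative chosen after seeing the values (−0.07), nor with the median of all probes taken off, also chosen then (−0.12), and differs under the others. The log2 FC of LECH in CV was 0.0376, and the paper's value in Dataset S1 is −0.06. It does not differ with scaling to the 75th percentile (−0.12), without the filter on dim spots (−0.09) and in the deposited table (−0.06), nor with dim spots set to missing after normalization, chosen after seeing the values (−0.09), or with the median of all probes taken off, also chosen then (−0.13), and differs under the others.

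The paper names CLD15 and CLD18 among the claudins that fell. Here CLD15 in SBM was −0.30 and not DE, and CLD18 was DE in no diet, with 0.15 in SC and −0.46 in SBM. The paper's own Dataset S1 gives like values, −0.32 for CLD15 in SBM, and 0.10 in SC and −0.51 in SBM for CLD18. The paper states that AQP1 and AQPA fell. Here AQP1 was 0.31 in SC and −0.03 in SBM, not DE, and AQPA was DE above FM in SC at 0.85. For AQP1 the paper's Dataset S1 gives 0.26 in SC and −0.11 in SBM. The paper names CCL28 among the most induced chemokines. Here it was 1.18 in SBM and 0.13 in SC, and 1.14 and 0.12 in the paper's Dataset S1. The paper states that KYNU fell. Here it fell by 0.49 in SC, was 0.00 in SBM and was DE above FM in CV (0.45) and KM (0.56), calls that were lost with scaling to the 75th percentile. None of the alternatives run called CLD15, CLD18 or KYNU in SBM, AQP1 or AQPA in SC or SBM below FM, or CCL28 in SC. AFMID, which the paper also lists as lower, was −0.36 in SBM and not DE, but DE with the fish number as a block (−0.41), with no limit on the log2 FC and with the median of all probes taken off, an alternative chosen after seeing the values (−0.45). The paper's Dataset S1 gives −0.38.

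The paper states that LECH was significantly lower in KM. Here it was −0.37 in the main setting (unadjusted limma p = 0.0634). LECH in KM was not DE there, in the deposited table (−0.46) or under any other alternative run. The paper's figure of antimicrobial peptides marks significance by a p-value between each diet and FM. A DE call here rests instead on the nested F-test and the limit on the log2 FC. No unadjusted p is given here for the deposited table, so the missing call there does not decide the paper's statement. The paper states that the lysosome and peroxisome pathways fell in all groups. Here the medians in CV were −0.04 and 0.08, the latter below 0 with scaling to the 75th percentile. Both lay below the median of all probes in CV, 0.16. The paper's statements on pathways rest on tested enrichment scores. The medians here are those of listed probes and were not tested, so they do not decide the paper's statements. The paper excepts KM from the fall of mTOR signaling, where the median here was −0.12 in KM and −0.11 in CV. The paper states that KM fish with a higher pathology score resembled SBM. Here the response score and histology in KM had r = 0.00628. The response score is taken over probes DE in SBM. The paper's statement concerns pathway enrichment scores per fish, which were not computed here, so it was not tested directly. The paper states that the rise of the nervous system pathways was strongest in SBM and SC. Here the median for GnRH signaling was 0.42 in KM and 0.39 in SC, but SC lay above KM with scaling to the 75th percentile (0.30 against 0.21), without the filter on dim spots (0.35 against 0.28), in the deposited table (0.37 against 0.31) and with dim spots set to missing after normalization, an alternative chosen after seeing the values (0.35 against 0.28).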

Other observations

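Of the tests below, that of dim spots set to missing after normalization was chosen only after the result was seen. In the main setting more probes lay above than below FM in CV and KM. A candidate explanation is the quantile normalization over the spots that remain after dim spots are set to missing. Within diets, arrays with more missing spots had a lower median over the probes measured on every array (r = −0.998 over 57 arrays, the mean of each diet taken off, and between −0.997 and −0.999 within each diet). Quantile normalization over the spots left gives such a relation by construction, so it is no separate test. With dim spots set to missing only after normalization, the median log2 FC of CV over the probes tested was 0.0113, in place of 0.16. That of KM was 0.0059, in place of 0.13. The shift of the median in CV and KM, which have the fewest missing spots, therefore depends on the order of filter and normalization. No biological explanation was tested for the number of missing spots.

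The relation of the response score to histology within KM (r = 0.00628) leaves open whether the score follows the pathology of the single fish, as 10 fish are too few to exclude it. Taking off the scan day means gave −0.0424, so no relation in KM came to light with them removed. With 10 fish, this cannot exclude that scan day hides one.

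With the fish left out of its own group, the array was nearest to the mean of its own diet in 9 of 10 FM, 9 of 10 SC, 6 of 7 SBM, 5 of 10 CV, 2 of 10 CU and 2 of 10 KM fish. Arrays of the same slide had a mean correlation of deviations from the diet mean of 0.0850, and other pairs −0.0104. For the 1999 probes held of Dataset S1, the log2 FC computed here correlated with the paper's at r = 0.987 in CV, 0.999 in CU, 0.993 in KM and 1.00 in SC and SBM, with a median difference of 0.10 in CV and 0.08 in KM.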
